# Opposing Functions of Maspin Are Regulated by Its Subcellular Localization in Lung Squamous Cell Carcinoma Cells

**DOI:** 10.3390/cancers16173009

**Published:** 2024-08-29

**Authors:** Takahiro Matsushige, Tomohiko Sakabe, Hirotoshi Mochida, Yoshihisa Umekita

**Keywords:** subcellular localization, anti-tumorigenic, pro-tumorigenic, cell invasiveness

## Abstract

**Simple Summary:**

Mammary serine protease inhibitor (maspin) is a tumor suppressor protein, and its nuclear localization is essential for its tumor suppressive activity. We previously reported that cytoplasmic-only maspin expression is an independent unfavorable prognostic indicator in patients with lung squamous cell carcinoma (LUSC). Taken together, we hypothesized that maspin has opposing roles in LUSC depending on its subcellular localization. Maspin was re-expressed in both the nucleus and cytoplasm of LK-2 cells, resulting in significantly decreased cell invasion and migration. In contrast, re-expressed maspin in RERF-LC-AI cells was detected only in the cytoplasm (cytMaspin) and significantly promoted cell invasion and migration. Increased cytMaspin expression downregulates the genes relevant to cell adhesion and activates PYK2 and SRC. This study suggests that the cytoplasm-to-nuclear translocation of maspin is dysregulated in RERF-LC-AI cells, and cytMaspin enhances the invasive potential by activating PYK2 and SRC in LUSC.

**Abstract:**

Mammary serine protease inhibitor (maspin) is a tumor suppressor protein downregulated during carcinogenesis and cancer progression; cytoplasmic-only maspin expression is an independent, unfavorable prognostic indicator in patients with lung squamous cell carcinoma (LUSC). We hypothesized that the cytoplasmic-only localization of maspin has tumor-promoting functions in LUSC. The subcellular localization of maspin and the invasive capability of LUSC cell lines were investigated using RNA sequencing (RNA-seq), Western blotting, and siRNA transfection. Maspin mRNA and protein expression were suppressed in LK-2 and RERF-LC-AI cells. Cell invasion significantly increased in response to siRNA-mediated maspin knockdown in KNS-62 cells expressing both nuclear and cytoplasmic maspin. In LK-2 cells, both nuclear and cytoplasmic maspin were re-expressed, and cell invasion and migration were significantly decreased. In contrast, re-expressed maspin in RERF-LC-AI cells was detected only in the cytoplasm (cytMaspin), and cell invasion and migration were significantly promoted. RNA-seq and downstream analyses revealed that increased cytMaspin expression downregulated the genes associated with cell adhesion and activated PYK2 and SRC, which play important roles in cancer progression. Our study demonstrates a novel biological function of cytMaspin in enhancing the invasive capabilities of LUSC cells. Understanding cytoplasm-to-nuclear maspin translocation dysregulation may develop novel therapeutic approaches to improve the prognosis of patients with LUSC.

## 1. Introduction

Lung cancer is the leading cause of cancer morbidity and mortality worldwide with GLOBOCAN estimating that approximately 2,4 million new cases of lung cancer will be diagnosed and almost 1.8 million will die by 2022 globally [1]. Non-small cell lung cancer (NSCLC) accounts for most primary lung cancers (approximately 80–85%), of which 20–30% are squamous cell carcinomas (SCCs) [2]. Although *FGFR*, *DDR2*, *PTEN*, and *PIK3CA* gene aberrations are frequently observed in lung SCCs (LUSCs) [3,4], common driver mutations, such as *EGFR* observed in lung adenocarcinoma (LUAD), have rarely been identified in LUSCs, and no approved effective molecular targeted therapies are available currently [5]. Alternatively, with the recent development of programmed death-1 (PD-1)/programmed death-ligand 1 (PD-L1) inhibitors, immunotherapy for NSCLC has demonstrated efficacy in improving the long-term prognosis of patients [6]. However, even with combined immunotherapy and chemotherapy, the median overall survival of patients with metastatic LUSC is 17.1 months [7]. Therefore, the therapeutic efficacy of current treatments for LUSC remains unsatisfactory, and a detailed elucidation of the molecular events involved in LUSC carcinogenesis and progression is necessary to develop effective therapies.

Mammary serine protease inhibitor (maspin) was originally identified as a protein encoded by the *SERPINB5* gene located on the human chromosome 18q21.3 [8]. Maspin is a member of the serine protease inhibitor (serpin) superfamily due to its similarity in protein structure, containing the reactive center loop (RCL) required to recognize proteases and inhibit their activity; however, the RCL of maspin is shorter than that of other serpins and thus cannot inhibit protease activity. Maspin expression markedly decreases during carcinogenesis and progression in some cancers [9,10]. Accumulating evidence has shown that maspin is a downstream target of p53 and PTEN, which are well-known tumor suppressor genes [11,12]. Increased maspin expression in cancer cells reportedly induces cell cycle arrest and apoptosis, promotes drug sensitivity, and inhibits HDAC1 activity, which play crucial roles in cancer progression and development [13,14]. Furthermore, the inhibition of HDAC1 by maspin reportedly promotes p53 acetylation and increases its transcriptional activity [15]. Therefore, *SERPINB5* is considered a tumor suppressor gene. We have focused on the correlation between the subcellular localization of maspin expression and clinicopathological variables, especially patient prognoses in several cancer types, including LUSC, LUAD, breast cancer, pancreatic cancer, and oral SCC [16,17,18]. In LUSC, as in other cancers, we demonstrated that cytoplasmic-only (cytMaspin), but not combined nuclear and cytoplasmic (panMaspin), maspin expression is an independent unfavorable prognostic indicator in patients with LUSC [16]. In addition, cytMaspin plays an important role in promoting the invasion and induces epithelial–mesenchymal transition (EMT) through SRGN/TGFβ2 signaling axis activation in the MDA-MB-231 human breast carcinoma cell line [19]. Goulet et al. reported that nuclear maspin localization in highly metastatic human breast carcinoma cell lines was indispensable for its tumor-suppressive activity [20]. Taken together, we hypothesized that maspin plays opposing roles, namely, in the inhibitory function of panMaspin and the promoting function of cytMaspin, in SCC progression. To our knowledge, no prior reports have focused on whether the opposing function of maspin is dependent on its subcellular localization in LUSC cells; therefore, we aimed to elucidate the subcellular localization-dependent role of maspin.

## 2. Materials and Methods

### 2.1. Cell Culture

Human LUSC cell lines were obtained from the RIKEN BioResource Research Center (Ibaraki, Japan) (LC-1/sq, LK-2, and RERF-LC-AI) and the Japanese Collection of Research Bioresources Cell Bank (Osaka, Japan) (EBC-1, HARA, and KNS-62), respectively. LK-2, KNS-62, EBC-1, and HARA cells were maintained in Roswell Park Memorial Institute 1640 (RPMI1640; Thermo Fisher Scientific, Waltham, MA, USA). RERF-LC-AI cells were cultured in Eagle’s minimum essential medium (Sigma-Aldrich, St. Louis, MO, USA). RPMI1640/Ham’s F12 (Thermo Fisher Scientific), mixed (1:1) medium containing 25 mM HEPES (Thermo Fisher Scientific), was used to culture LC-1/sq cells. 293FT cells were purchased from Thermo Fisher Scientific and maintained in Dulbecco’s modified Eagle’s medium (DMEM; Nissui Pharmaceutical, Tokyo, Japan). All media were supplemented with 10% inactivated fetal bovine serum (FBS; Biological Industries, Cromwell, CT, USA). All cell lines were cultured under standard conditions: 5% CO_2_ at 37 °C. The authenticity of the cell lines was verified using the Cross-Contaminated or Misidentified Cell Lines Database provided by the International Cell Line Authentication Committee [21] to confirm that the cell lines used in this study were not on the list.

### 2.2. Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was isolated from LUSC cell lines grown in six-well plates by using TRIzol Reagent (Thermo Fisher Scientific). The conversion from RNA to cDNA was accomplished utilizing a High-Capacity RNA-to-cDNA kit (Thermo Fisher Scientific). Levels of mRNA expression were measured on a LightCycler 96 system (Roche Diagnostics, Mannheim, Germany) by using TaqMan Gene Expression Master Mix (Thermo Fisher Scientific) according to the manufacturer’s instructions. The primer–probe information used in this study is detailed in Supplementary Table S1. *GAPDH* expression levels was used as an internal reference for normalization.

### 2.3. Western Blotting

Radioimmunoprecipitation assay (RIPA) buffer with a protease inhibitor (Roche Diagnostics) and a phosphatase inhibitor cocktail (Roche Diagnostics) was used to extract the total protein from whole cells. For the subcellular protein fraction assay, the nuclear and cytoplasmic fractions were extracted with the cytoplasmic extraction buffer (CEB) and nuclear extraction buffer (NEB) provided with the Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific). Following the manufacturer’s instructions, soluble cytoplasmic proteins were extracted by increasing the permeability of the cell membrane with ice-cold CEB buffer added to the cell pellet; then, membrane extraction buffer was added to dissolve plasma, mitochondria, and ER–Golgi membranes other than nuclear membranes, and finally, the soluble nuclear proteins were extracted by dissolving nuclei recovered by centrifugation in NEB buffer. Samples were prepared in 5× sample buffer and RIPA buffer after the protein concentration was determined by Bradford protein assay (Bio-Rad Laboratories, Hercules, CA, USA). Protein samples boiled for 5 min were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis, and then transferred to 0.45 μm polyvinylidene fluoride (PVDF) membranes (Merck Millipore, Darmstadt, Germany). Before blocking with ECL Prime Blocking Reagent (GE Healthcare, Buckinghamshire, UK), PVDF membranes were cut and then incubated overnight at 4 °C with the primary antibodies. The primary antibodies used in this study are listed in Supplementary Table S2. The PVDF membrane was incubated with peroxidase-linked secondary antibodies for 1 h at room temperature (RT), and protein bands were detected using ECL Prime Western Blotting Detection Reagent (GE Healthcare).

### 2.4. Immunofluorescence

LUSC cells were plated in Nunc Lab-Tek II eight-well chamber slides (Thermo Fisher Scientific) and incubated overnight at 37 °C and 5% CO_2_ to facilitate attachment. Cells were fixed with 4% paraformaldehyde/phosphate-buffer saline (PBS) for 15 min. Samples were permeabilized by treatment with 100% ice-cold methanol at −20 °C for 10 min followed by 0.2% Triton-X/PBS at RT for 10 min. After blocking by treatment with 10% goat serum/PBS at RT for 60 min, samples were immunolabeled with anti-maspin antibody diluted in PBS at 4 °C overnight; then, they were immunolabeled with Alexa Fluor 488- or Alexa Fluor 647-conjugated secondary antibody (both from Thermo Fisher Scientific) at RT for 60 min. The samples were coverslipped with a ProLong Diamond Antifade Mountant containing DAPI (Thermo Fisher Scientific). Confocal fluorescent images were obtained using a Zeiss LSM780 confocal microscope (Carl Zeiss, Baden-Württemberg, Germany).

### 2.5. siRNA Transfection

KNS-62 cells (3.6 × 10^5^ cells/well) were seeded in six-well plates and incubated overnight at 37 °C and 5% CO_2_ to facilitate attachment. Control siRNA (Silencer Negative Control #1, Thermo Fisher Scientific) or maspin siRNA (Silencer Select siRNA, s10466 and s10468, Thermo Fisher Sicentific) was transiently transfected using Lipofectamine RNAiMAX (Thermo Fisher Scientific) and Opti-MEM I Reduced Serum Medium (Thermo Fisher Scientific) to a final concentration of 50 nM according to the manufacturer’s instructions. Protein extraction for Western blotting and transwell invasion assay were then performed 48 and 24 h after siRNA transfection, respectively.

### 2.6. Establishment of RERF-LC-AI and LK-2 Cell Lines with High Expression of Maspin

The construction of lentivirus-based expression plasmids (pLenti/ZsGreen and pLenti/maspin-ZsGreen) and the production of lentiviral vectors has been previously described [19]. LK-2 and RERF-LC-AI cells were transfected with the lentivirus-based vectors at 25 multiplicity of infection. To select cells with resistance, blasticidin (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan) was applied at a final concentration of 10 μg/mL to select cells with resistance. LK-2-control (LK2-ctrl), LK-2-maspin (LK2-maspin), RERF-LC-AI-control (LC-AI-ctrl), and RERF-LC-AI-maspin (LC-AI-maspin) were established by pooling surviving clones.

### 2.7. Cell Invasion Assay

KNS-62 cells transfected with siRNA or established stable LUSC cell lines were serum starved for 24 h in serum-free medium. Cells with serum-free medium were placed in the upper chamber of a transwell insert with an 8 μm pore size membrane in a 24-well plate. The culture medium containing 10% inactivated FBS was added to the lower chambers. After 24 (LC-AI-ctrl and LC-AI-maspin) or 72 (others) h incubation, non-migrating cells were removed from the upper chamber with a cotton swab. The invaded cells were stained with crystal violet included in the QCM ECMatrix Cell Invasion Assay, 24-well (8 μm), colorimetric kit (Merck Millipore, Billerica, MA, USA) according to the manufacturer’s instructions. Whole membrane images were captured using a BZ-X800 all-in-one fluorescence microscope (Keyence, Osaka, Japan). The invading cells were counted using the ImageJ/Fiji software (ver. 2.1.0/1.53c).

### 2.8. Cell Migration Assay

Established stable cell lines treated with 1 mg/mL mitomycin C for 2 h to inhibit cell proliferation were seeded into culture inserts in two-well plates in a μ-Dish 35 mm High (ibid GmbH, Gräfelfing, Germany) and incubated overnight at 37 °C and 5% CO_2_ to facilitate attachment. After cell attachment, the culture inserts were removed with sterile tweezers, and the dish was filled with culture medium followed by incubation. Images at 0 and 12 (LC-AI-ctrl and LC-AI-maspin) or 24 h (LK-2-ctrl and LK-2-maspin) after incubation were acquired with an IX73 inverted microscope (Olympus Corporation, Tokyo, Japan). The wound area was quantified in the Wound_healing_size_tool plugin [22] for ImageJ/Fiji software and compared with the initial gap area at 0 h using the following formula: wound closure (%) = [(wound area at time 0) − (wound area at time x)/(wound area at time 0)] × 100.

### 2.9. Transcriptome Analysis (mRNA-Seq)

The total RNA from LK2-ctrl, LK-maspin, LC-AI-control, and LC-AI-maspin cells was recovered using the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s instructions. Isolated RNA was sent to Eurofins Genomics (Tokyo, Japan) for RNA-Seq analysis. RNA was fragmented after poly (A) purification and reverse-transcribed into cDNA using random primers. The synthesized cDNA was prepared as a standard-specific mRNA library after adapter addition and fragmentation, and mRNA-seq analysis was performed using a NovaSeq 6000 system (Illumina, San Diego, CA, USA). Sequence reads were cleaned using the Trimmomatic software (ver. 0.39) and mapped to a reference sequence (GRCh38.p13) using BWA (ver. 0.7.17). Using edgeR (ver.3.16.5), the data were normalized using the Trimmed Mean of M-values method, and statistical analysis with a likelihood ratio test was performed. Based on the statistical analysis, an FDR-adjusted *p* < 0.05 was used to estimate statistical significance. Genes with log_2_(fold change) >0 and <0 were set as upregulated and downregulated genes, respectively, in LC-AI-maspin. The mRNA-seq datasets provided by Eurofins have been deposited in the NCBI for Biotechnology Information Gene Expression Omnibus (GEO) repository (GSE180712). KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was performed to interpret the biological functions of the differentially expressed genes (DEGs) using an online Database for Annotation, Visualization, and Integrated Discovery (https://david.ncifcrf.gov/home.jsp, accessed on 10 January 2023). Protein–protein interaction (PPI) networks constructed using Search Tool for the Retrieval of Interacting Genes/Proteins (STRING; http://www.string-db.org/, accessed on 31 January 2023) were visualized using Cytoscape 3.9.1.

### 2.10. Statistical Analysis

Data are presented as mean ± standard deviation. Statistical differences between the means of each group were evaluated by Student’s *t*-test or Dunnett’s test; *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Expression Status and Subcellular Localization of Maspin in LUSC Cell Lines

To clarify maspin expression in LUSC, mRNA and protein expression were investigated in six different LUSC cell lines. Of the six cell lines, maspin mRNA expression was suppressed in LK-2 and RERF-LC-AI cell lines, and slightly detected in LK-2 cells, but not in RERF-LC-AI cells (Figure 1A). In contrast, LC-1/sq, KNS-62, EBC-1, and HARA cell lines exhibited high maspin expression. In these cell lines, maspin protein expression exhibited a profile similar to that of its corresponding mRNA expression (Figure 1B). Next, we investigated the subcellular localization of the maspin protein in LUSC cell lines expressing maspin. Immunofluorescence (IF) staining showed that maspin was expressed in both the nucleus and cytoplasm (panMaspin) of all four LUSC cell lines (Figure 1C). Consistent with these results, Western blotting of protein samples fractionated into the nucleus and cytoplasm showed similar subcellular localizations (Figure 1D). These results suggest that maspin expression is suppressed in some LUSC cell lines, but it is expressed in both the nucleus and cytoplasm of maspin-expressing cell lines similar to the subcellular localization observed in the normal human bronchial epithelial cell line [23].

### 3.2. Promotion of Invasive Capability by panMaspin Knockdown in LUSC Cell Line

Nuclear maspin expression reportedly exhibits tumor-suppressive capabilities [20]. Therefore, we examined the alterations in cell invasion induced by panMaspin knockdown to determine its role in the LUSC phenotype. In KNS-62 cells expressing panMaspin, the maspin protein was knocked down using two siRNAs targeting maspin (Figure 2A). Cell invasion significantly increased in response to maspin knockdown in KNS-62 cells (Figure 2B,C), suggesting that maspin expressed in both the nucleus and cytoplasm is involved in LUSC suppression and cell invasion inhibition.

### 3.3. Maspin Has Subcellular Localization-Dependent Opposing Effects on Cell Invasion and Migration

To investigate how maspin re-expression affects cell invasiveness, LK-2 and RERF-LC-AI cells, in which endogenous maspin expression was suppressed, were used to establish stable cell lines for maspin. In the established cell lines (LK2-maspin and LC-AI-maspin), maspin mRNA and protein expression was markedly higher than in the control cell lines (Figure 3A,B). The examination of subcellular localization by IF staining in LK2-maspin cells revealed that maspin was present in both the nucleus and cytoplasm as well as endogenous maspin expression in KNS-62 cells (Figure 3C). Notably, maspin was mainly detected in the cytoplasm, but not nucleus, of LC-AI-maspin cells (Figure 3C). These subcellular localizations were also similar in Western blot analysis of the nuclear and cytoplasmic fractions, and expression in the nuclear fraction was observed in LK2-maspin cells but not in LC-AI-maspin cells (Figure 3D). Therefore, the nuclear translocation process of maspin is inhibited in LC-AI-maspin cells by the disruption of the regulatory mechanism involved in subcellular localization. The invasion ability of LK2-maspin cells stably expressing panMaspin was significantly decreased compared to that of the control. In contrast, increased cytMaspin expression in LC-AI-maspin cells promoted cell invasion (Figure 3E,F). Consistent with these results, the overexpression of panMaspin and cytMaspin showed similar results in the investigation of cell migration ability using wound-healing assay (Figure 3G,H). These results suggest that the role of maspin in LUSC is dependent on its subcellular localization, and it is generally expressed in both the nucleus and cytoplasm to suppress cell invasion and migration; however, its loss of expression in the nucleus promotes cell invasion and migration.

### 3.4. Maspin Re-Expression-Induced Alterations in Gene Expression in LUSC Cell Lines

To reveal the association between maspin re-expression and LUSC cell invasion and migration regulation, transcriptome analysis was performed using established stable cell lines. 

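RNA was sequenced from 4 groups of stable cells, LK2-ctrl, LK2-maspin, LC-AI-ctrl and LC-AI-maspin, with 3 libraries in each. LK-2 and RERF-LC-AI are human LUSC cell lines, and each group is a pool of blasticidin-resistant clones carrying the ZsGreen vector with or without maspin. Whether the 3 libraries of a group come from separate cultures is not given in the sources used here, so the p-values measure the spread between samples of one pool. Poly(A) RNA was converted into strand-specific libraries. The authors trimmed the reads with Trimmomatic (ver. 0.39), mapped them to GRCh38.p13 with BWA (ver. 0.7.17) and counted mapped reads per gene. The tables of the 2 cell lines were made separately, with different versions of SAMtools. Total counts over named genes were 44278486 to 54941357 in LK2-ctrl (median 48208188), 39802246 to 53148368 in LK2-maspin (median 46215576), 50143577 to 57558323 in LC-AI-ctrl (median 51967629) and 50181666 to 65454432 in LC-AI-maspin libraries (median 64908605). The raw counts of the 38434 named genes were analysed within each cell line with edgeR's quasi-likelihood test, TMM normalization and the default expression filter. This left 26270 genes in LK-2 and 25197 genes in RERF-LC-AI cells, and Benjamini–Hochberg adjusted p under 0.05 was taken as significant. The difference between the maspin effects of the lines was tested as an interaction over all 12 libraries and 28123 genes. Changes are given as log2 fold change of maspin over ctrl cells with its standard error (SE), and levels as TMM-normalized CPM with their SD over 3 libraries. Counts of DEGs are also given with the replicate number, which ctrl and maspin libraries share, as a block.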

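Maspin transcript was higher in all 3 libraries of each maspin line than in all 3 ctrl libraries. The gene, SERPINB5 (Entrez ID 5268), lies on chromosome 18 of GRCh38 from 63476958 to 63505085. In LK-2 cells its level was 1.97 ± 0.0853 CPM (SD, n = 3) in LK2-ctrl and 50.0 ± 1.39 CPM (SD, n = 3) in LK2-maspin. The log2 fold change was 4.67 (SE 0.09, adjusted p = 1.61e-10, edgeR). In RERF-LC-AI cells it was 0.205 ± 0.0639 CPM (SD, n = 3) in LC-AI-ctrl, from 8 to 14 reads per library, and 477 ± 37.9 CPM (SD, n = 3) in LC-AI-maspin. This is a log2 fold change of 11.18 (SE 0.11, adjusted p = 5.61e-33, edgeR). The rise was larger in RERF-LC-AI than in LK-2 cells by 6.52 on the log2 scale (adjusted p = 3.22e-14, edgeR interaction test). The counts do not tell endogenous transcript from transcript of the vector.

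**Figure D1:**
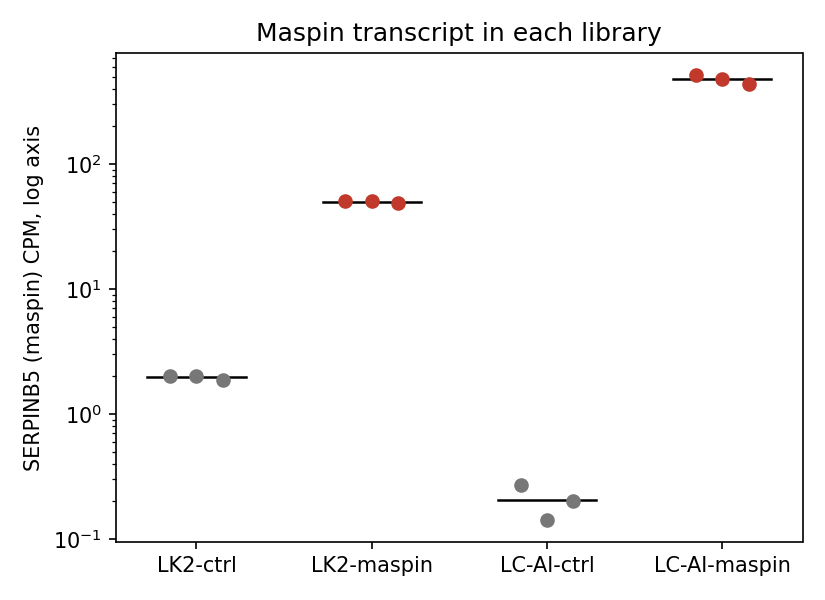
SERPINB5 (maspin) in CPM on a log axis, 1 point per library and a line at the mean of each group of 3 libraries. The LK2-maspin libraries lie near 50.0 CPM and the LC-AI-maspin libraries near 477 CPM, above all ctrl libraries of their line.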

To identify the genes whose expression profiles were altered by maspin overexpression, a likelihood ratio test was performed to identify differentially expressed genes (DEGs) in both LK-2 and RERF-LC-AI cells. In total, 230 (Figure 4A) and 2374 (Figure 4B) genes were identified as significant DEGs (false discovery rate [FDR] adjusted *p* < 0.05) in LK-2 and RERF-LC-AI cells, respectively. 

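More genes changed in LC-AI-maspin than in LK2-maspin cells, and most of these changes were small. Of 26270 genes tested in LK-2 cells, 140 were DEGs, with a median size of 0.82 on the log2 scale. Of 25197 genes tested in RERF-LC-AI cells, 2655 were DEGs, with a median size of 0.29. These medians cover called genes only, and smaller changes can pass where the spread is smaller. The biological coefficient of variation was 11.7% in LK-2 and 6.43% in RERF-LC-AI cells, so the medians do not compare the effects. Among DEGs, 47 rose and 8 fell more than 2-fold in LK-2 cells, against 51 and 68 in RERF-LC-AI cells. The genes shared by the lines went both ways. Among the 23974 genes tested in both, 33 were DEGs in both lines, 17 in the same and 16 in opposite directions, where independent lists would share 6.19 and 7.43. The 17 include maspin itself and DPEP3, S100A7A, SPRR4 and LOC105370680, which kept a nearly fixed ratio to one another in all libraries, and without these 5 genes 12 changed in the same direction, where independent lists would share 5.87. All 16 of the latter were higher in LK2-maspin and lower in LC-AI-maspin cells, and no association of the directions was found (Fisher's exact test, two-sided, p = 0.0731, and 0.290 without the 5 genes). Leaving out these genes was chosen after the data were seen.
TGFB2 (Entrez ID 7042, chromosome 1 from 218345336 to 218444619), a TGF-β ligand, rose from 67.8 ± 2.73 to 101 ± 5.72 CPM (SD, n = 3) in LK-2 cells, a log2 fold change of 0.57 (SE 0.07, adjusted p = 0.00172). In RERF-LC-AI cells it fell from 96.6 ± 5.58 to 78.5 ± 5.87 CPM (SD, n = 3), a log2 fold change of -0.30 (SE 0.06, adjusted p = 3.43e-04). The insulin-like growth factor binding protein IGFBP3 had log2 fold changes of 1.19 (SE 0.14, adjusted p = 0.00179) in LK-2 and -1.39 (SE 0.09, adjusted p = 3.35e-12) in RERF-LC-AI cells. The transcription factor ETS1 had values of 1.29 and -0.31, the serine protease PRSS23 1.08 and -0.96, and the matrix protein THBS1 1.27 and -0.71. For each of these 5 genes the lines differed in the interaction test, with adjusted p from 4.56e-07 (IGFBP3) to 2.52e-04 (THBS1). Genes called in both lines with opposite signs can hardly fail this test, and all 16 passed it, so it adds no separate support. In LK-2 cells the adjusted p of THBS1, ETS1 and PRSS23 was 0.136, 0.0605 and 0.0947 without LK2-ctrl replicate 2, that of THBS1 and PRSS23 0.213 and 0.0983 without LK2-maspin replicate 2, and that of THBS1 0.0967 without LK2-maspin replicate 1 and 0.0641 with DESeq2. MYH14, a non-muscle myosin heavy chain, rose in both lines (1.60 and 0.58), and CAVIN2, a component of caveolae, fell in both (-0.79 and -0.71). With the replicate block, a setting chosen for this overlap after the data were seen, 325 genes were DEGs in both lines, 148 in the same and 177 in opposite directions, where independent lists would share 89.8 and 96.0. Of the 177, 153 were higher in LK2-maspin and lower in LC-AI-maspin cells and 24 the other way (Fisher's exact test of the directions, two-sided, p = 0.187).

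**Figure D2:**
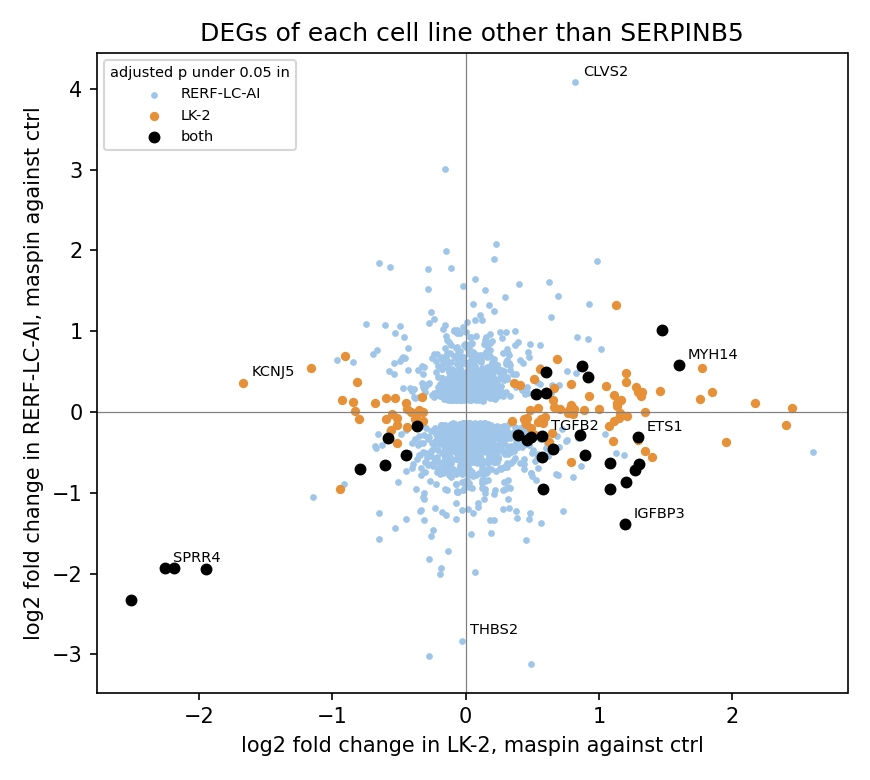
Log2 fold change of maspin over ctrl cells in LK-2 (horizontal) and RERF-LC-AI cells (vertical) for genes tested in both lines and significant in at least 1 of them, without SERPINB5. Black points are genes significant in both lines, and the lower right quadrant holds those higher in LK2-maspin and lower in LC-AI-maspin cells.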

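In LK2-maspin cells more genes rose than fell, and among the DEGs the keratins KRT5 and KRT31 had the largest rises after maspin itself. Of the 140 DEGs, 98 were higher and 42 lower, and 47 and 8 of these changed by more than 2-fold. KRT5 (Entrez ID 3852, chromosome 12 from 52514575 to 52520530), a basal keratin of squamous epithelia, rose from 0.780 ± 0.198 to 7.44 ± 1.74 CPM (SD, n = 3), a log2 fold change of 3.25 (SE 0.23, adjusted p = 4.65e-05, edgeR). The hair keratin KRT31 rose by 2.54 (SE 0.16, adjusted p = 2.04e-05). The WNT antagonist DKK1 rose by 2.45 (SE 0.46, adjusted p = 0.0421) and the GPI-anchored protein LY6E by 2.17 (SE 0.16, adjusted p = 6.26e-05). EDN3 (Entrez ID 1908, chromosome 20 from 59300443 to 59325992), an endothelin, rose from 25.9 ± 2.28 to 103 ± 8.47 CPM (SD, n = 3), a log2 fold change of 1.99 (SE 0.09, adjusted p = 7.45e-07). TDO2, an enzyme of tryptophan breakdown, rose by 1.95 (adjusted p = 2.92e-05).
Among the genes that fell was KCNJ5, a potassium channel subunit, from 68.6 ± 6.64 to 21.5 ± 2.45 CPM (SD, n = 3), a log2 fold change of -1.67 (SE 0.10, adjusted p = 1.33e-05). The hedgehog ligand SHH fell from 275 ± 33.2 to 147 ± 24.9 CPM (SD, n = 3), a log2 fold change of -0.91 (SE 0.11, adjusted p = 0.00346). SPRR4, DPEP3 and S100A7A had log2 fold changes of -2.26, -2.18 and -1.95 and kept a nearly fixed ratio to one another over all 12 libraries of both lines. Reads of the vector may have been assigned to these genes, so they may not belong to the response of the cells. The vector sequence was not searched. Of 28 WNT antagonists and targets, 5 rose, none fell and 23 did not pass the test (7 higher when adjusted over the list alone). Besides DKK1 these include the antagonist WIF1 (0.89, adjusted p = 0.00382), APCDD1 (0.79, adjusted p = 0.0159) and the targets SP5 (0.52, adjusted p = 0.00346) and BMP4 (0.52, adjusted p = 0.00687). The list was higher as a whole (camera, adjusted p = 1.01e-07, and adjusted p = 0.374 with an estimated correlation).
Without LK2-ctrl replicate 2 the adjusted p of DKK1, APCDD1, BMP4 and WIF1 was 0.339, 0.134, 0.0705 and 0.0506, and without LK2-maspin replicate 2 that of DKK1, APCDD1, BMP4 and SP5 was 0.205, 0.132, 0.0854 and 0.0525. That of DKK1 and APCDD1 was 0.105 and 0.0563 without LK2-maspin replicate 3, and that of DKK1 was 0.108 without LK2-ctrl replicate 1, 0.0547 with upper-quartile factors and 0.0597 with library size only. The number of DEGs rests on single libraries, with 50 (37 higher and 13 lower) without LK2-ctrl replicate 2, 52 (41 and 11) without LK2-maspin replicate 2 and 82 (61 and 21) without LK2-maspin replicate 3. It was 1190 with the replicate block (693 higher and 497 lower, all 140 among them), 314 with a likelihood ratio test, 280 with DESeq2, 251 with all 12 libraries in 1 fit and 70 at an adjusted p under 0.01.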

In panMaspin-overexpressing LK-2 cells, 163 and 67 genes were significantly upregulated and downregulated, respectively (Figure 4C, Supplementary Table S3). 

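In LC-AI-maspin cells most changes were small, and whether more genes fell or rose depended on the scaling. Of the 2655 DEGs, 1010 were higher and 1645 lower, and 51 and 68 of these changed by more than 2-fold. The matrix glycoprotein THBS2 (Entrez ID 7058, chromosome 6 from 169215780 to 169254050) fell from 296 ± 40.2 to 41.5 ± 1.29 CPM (SD, n = 3), a log2 fold change of -2.83 (SE 0.07, adjusted p = 1.89e-22, edgeR). The long non-coding RNA UCA1 had a log2 fold change of -3.11 (SE 0.19, adjusted p = 1.06e-12), the interleukin-7 receptor IL7R of -1.93 (SE 0.12, adjusted p = 6.98e-13), and the receptor tyrosine kinases KIT of -1.72 (adjusted p = 3.24e-08) and PDGFRB of -1.59 (adjusted p = 1.86e-08). PGF, a placental growth factor, had -1.82 (adjusted p = 6.51e-07). SPRR4, DPEP3 and S100A7A, with values of -1.94, -1.93 and -1.95, are the genes that kept a nearly fixed ratio to one another in both lines. As in LK-2 cells, they may reflect reads of the vector and may not belong to the response of the cells.
Among the genes that rose, CLVS2 had the largest log2 fold change after maspin, 4.08 (SE 0.13, adjusted p = 5.24e-19). Cyclin D2, CCND2, rose from 11.9 ± 1.56 to 36.5 ± 0.696 CPM (SD, n = 3), a log2 fold change of 1.61 (SE 0.08, adjusted p = 3.74e-15). The hyaluronan synthase HAS2 rose by 1.21 (SE 0.22, adjusted p = 3.43e-04), and DDR2, a collagen receptor kinase, by 1.18 (SE 0.08, adjusted p = 1.88e-11). The balance of higher and lower genes depends on the scaling, with 1305 higher and 1388 lower genes under upper-quartile factors and 1408 higher and 1287 lower with library size only. With the replicate block, 1598 genes were higher and 2483 lower. All 12 libraries in 1 fit gave 1163 DEGs (411 higher and 752 lower), and an adjusted p under 0.01 gave 1642 (578 and 1064). Leaving out LC-AI-maspin replicate 3 gave 1764 (695 and 1069), and leaving out LC-AI-ctrl replicate 3 gave 1778 (628 and 1150).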

Simultaneously, the expression of 975 and 1399 genes significantly increased or decreased, respectively, in LC-AI-maspin cells overexpressing cytMaspin (Figure 4D, Supplementary Table S4). To gain further insight into the biological interpretation of the DEGs in LK2-maspin and LC-AI-maspin cells, KEGG pathway analysis was performed. Analysis with FDR adjusted *p* < 0.05 as a threshold indicated that upregulated DEGs in LK2-maspin were significantly associated with “Estrogen signaling pathway (hsa04915)”, while downregulated DEGs showed no association with any pathway (Supplementary Table S5). In addition, upregulated and downregulated DEGs in the LC-AI-maspin cells were significantly enriched in 1 and 11 signaling pathways, respectively (Supplementary Table S6). 

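Type I keratins, which KEGG places in the estrogen signaling pathway, rose as a list in LK2-maspin cells, while the other genes of that pathway went both ways. Of 16 type I keratins tested, 3 rose, none fell and 13 did not pass the test (7 higher when adjusted over the list alone). Besides KRT31 these are KRT23, with a log2 fold change of 1.33 (SE 0.12, adjusted p = 2.74e-04, edgeR), and KRT32, with 1.31 (SE 0.23, adjusted p = 0.0265). The list was higher as a whole (camera, adjusted p = 2.78e-15), also with an estimated correlation (adjusted p = 0.0398). Of 13 type II keratins, KRT5 rose and 12 did not pass the test (5 higher when adjusted over the list alone). Their camera call (adjusted p = 5.14e-07) was lost with an estimated correlation (adjusted p = 0.0920 with an estimated correlation). Keratins are close paralogs, so counts of single members are uncertain where reads are shared. Of 66 estrogen signaling genes other than keratins, 1 rose, 1 fell and 64 did not pass the test (5 higher and 1 lower when adjusted over the list alone). The gene that rose was TGFA, an EGFR ligand (1.13, SE 0.20, adjusted p = 0.0307), and the gene that fell was KCNJ5. The list did not stand apart from other genes (camera, adjusted p = 0.817). When single libraries were left out, KRT32 had an adjusted p of 0.0819, 0.128 and 0.0502 without LK2-ctrl replicates 1, 2 and 3 and of 0.122 and 0.101 without LK2-maspin replicates 2 and 3. TGFA had 0.0956 and 0.268 without LK2-ctrl replicates 1 and 2 and 0.122 and 0.0828 without LK2-maspin replicates 2 and 3. KEGG itself was not analysed here, and the lists were written from general knowledge before the counts were examined but after Tables S3 and S4 had been read.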

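In LC-AI-maspin cells, genes of autophagy and of the response to amino acid shortage were over-represented among those that rose, and cell cycle genes among those that fell. Of 71 autophagy genes tested, 14 rose, 6 fell and 51 did not pass the test (16 higher and 10 lower when adjusted over the list alone). This is 4.92-fold more higher genes than chance gives (Fisher's exact test, one-sided, adjusted p = 8.90e-06), while the list as a whole did not stand apart (camera, adjusted p = 0.226). Members that rose include the autophagy receptor SQSTM1, with a log2 fold change of 0.47 (SE 0.06, adjusted p = 2.78e-06, edgeR), ATG7, an enzyme of autophagosome formation (0.36, SE 0.05, adjusted p = 6.02e-06), and TMEM41B (0.34, SE 0.05, adjusted p = 8.45e-06). Of 34 genes of the ATF4 and amino acid response, 14 rose, 1 fell and 19 did not pass the test (19 higher and 1 lower when adjusted over the list alone). Examples are the pseudokinase TRIB3 (0.64, SE 0.08, adjusted p = 4.78e-07) and the secreted protein STC2 (0.49, SE 0.05, adjusted p = 3.70e-08). The list was higher as a whole (camera, adjusted p = 1.70e-12, and adjusted p = 0.338 with an estimated correlation).
Of 39 cell cycle genes, 1 rose, 13 fell and 25 did not pass the test (2 higher and 15 lower when adjusted over the list alone). That list was lower as a whole (camera, adjusted p = 0.00464, and adjusted p = 0.813 with an estimated correlation). Of 79 cytosolic ribosomal proteins, whose processed pseudogenes can share reads, 6 rose, 9 fell and 64 did not pass the test (6 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.0386, and adjusted p = 0.815 with an estimated correlation). In all, 5 of 37 lists were over-represented among the higher and 15 among the lower genes, at an adjusted p under 0.05 over lists and directions. The lines did not differ in the amino acid, autophagy or cell cycle list (camera, adjusted p = 0.593, 0.897 and 0.242). In LK2-maspin cells the amino acid list was higher too (camera, adjusted p = 4.44e-06, and 0.374 with an estimated correlation). There, 32 of 39 cell cycle genes lay below 0 (camera, adjusted p = 0.0851, and 0.0107 with the replicate block).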

Notably, pathway analysis revealed that among the downregulated DEGs in LC-AI-maspin cells, 71 were mainly associated with signaling pathways involved in cell adhesion, such as the Rap1 signaling pathway, focal adhesion, tight junctions, and gap junctions (Figure 4E). 

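In LC-AI-maspin cells, each of 4 hand-written adhesion lists held more lower genes than chance gives, and most of their members did not pass the test. Of 75 genes of focal adhesion and integrin signaling, 6 rose, 17 fell and 52 did not pass (10 higher and 20 lower when adjusted over the list alone). Of 73 genes of Rap1 signaling, 1 rose, 13 fell and 59 did not pass (2 higher and 13 lower when adjusted over the list alone). Of 70 gap junction genes, 4 rose, 18 fell and 48 did not pass (4 higher and 20 lower when adjusted over the list alone). Of 63 tight junction genes, 4 rose, 10 fell and 49 did not pass (7 higher and 14 lower when adjusted over the list alone). The lower members numbered 3.47, 2.73, 3.94 and 2.43 times those that chance gives, with adjusted p of 4.77e-05, 0.00500, 6.93e-06 and 0.0306 in the same order (Fisher's exact test, one-sided). Chance was set from all 25197 genes tested and was not matched for expression level. Lower DEGs outnumbered higher ones over all genes too, 1645 to 1010. These 4 lists were among 15 of 37 that passed for lower genes, so the test does not single out adhesion. Against all other genes, focal adhesion (camera, adjusted p = 0.00560, and adjusted p = 0.540 with an estimated correlation), Rap1 signaling (adjusted p = 0.00979, and adjusted p = 0.131 with an estimated correlation) and gap junction genes (adjusted p = 0.00628, and adjusted p = 0.131 with an estimated correlation) were lower as lists. Tight junction genes were not (adjusted p = 0.398). In LK2-maspin cells 1 of 75 focal adhesion genes rose, the integrin ITGA1 (log2 fold change 0.89, adjusted p = 0.00530, and 0.0621 without LK2-maspin replicate 2). No member of the other 3 lists passed the test (2, 0, 3 and 3 higher and none lower when adjusted over the lists alone). Table S3 of the paper gives ITPR2, LPAR1, CALML5 and AMOTL1, members of these lists, as DEGs. Their adjusted p here was 0.0552, 0.182, 0.251 and 0.151. The absence of calls thus depends on the test and does not show an absence of change. Members that pass with the replicate block, which raised the LK-2 DEGs from 140 to 1190, are not given here. The camera adjusted p of the 4 lists ran from 0.226 to 0.917, and from 0.313 to 0.880 with the replicate block. The difference between the lines passed the same test for focal adhesion (adjusted p = 0.00196), gap junction (adjusted p = 0.00939) and Rap1 signaling genes (adjusted p = 0.0430), and with an estimated correlation for none (adjusted p from 0.253 to 0.265 with an estimated correlation).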

To explore the interactions of the genes assigned to the cell adhesion signaling pathways, a PPI network was constructed using the STRING database. 

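Single members of the 4 adhesion lists changed both ways in LC-AI-maspin cells, among them ITGB4, SIPA1 and TUBB4B, which fell, and CLDN1 and CCND2, which rose. Integrin β4, ITGB4 (Entrez ID 3691, chromosome 17 from 75721328 to 75757818), which binds laminin in hemidesmosomes, fell from 110 ± 24.8 to 40.2 ± 5.33 CPM (SD, n = 3), a log2 fold change of -1.46 (SE 0.10, adjusted p = 9.51e-12, edgeR). The small GTPase RAC2 had a log2 fold change of -0.95 (SE 0.10, adjusted p = 5.19e-08) and TNS3, a tensin at integrin adhesions, of -0.45 (adjusted p = 1.29e-06). Among Rap1 genes, an activator and an inhibitor fell. SIPA1, which inactivates Rap1, had a log2 fold change of -0.61 (SE 0.07, adjusted p = 1.49e-07), and RAPGEF1, which activates it, of -0.24 (SE 0.05, adjusted p = 5.30e-04).
The gap junction members with the smallest adjusted p among those that fell were a tubulin, whose paralogs may share reads, and signaling genes, TUBB4B (-0.42, SE 0.05, adjusted p = 3.91e-07), the phospholipase PLCB2 (-0.55, SE 0.07, adjusted p = 2.38e-06), the calcium channel ITPR2 (-0.47, SE 0.07, adjusted p = 2.64e-05) and protein kinase C alpha, PRKCA (-0.29, SE 0.05, adjusted p = 8.60e-05). GJB2, a connexin named here after its value was seen, fell by 0.66 on the log2 scale (SE 0.15, adjusted p = 0.00320). In the tight junction list, where lower members outnumber higher ones, the strand protein CLDN1 rose from 172 ± 5.46 to 240 ± 15.2 CPM (SD, n = 3), a log2 fold change of 0.48 (SE 0.05, adjusted p = 4.85e-08). The cell cycle regulator CCND2, which KEGG places in focal adhesion, was the focal adhesion member with the largest rise. From the pathways of the lower genes and their protein networks, the paper proposes that lower expression of adhesion genes under increased cytMaspin goes with the greater invasive capability of LC-AI-maspin cells.

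**Figure D3:**
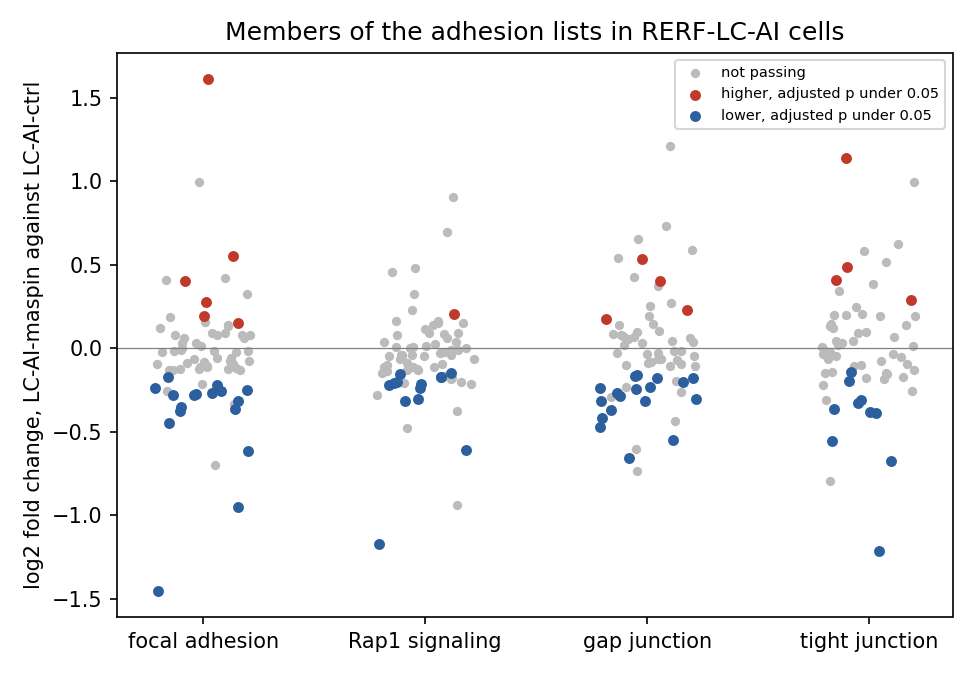
Log2 fold change of LC-AI-maspin over LC-AI-ctrl for each tested member of 4 adhesion lists, 1 point per gene, spread sideways for visibility. Blue points fell and red points rose at an adjusted p under 0.05, and lower members outnumber higher ones in each list, 17 to 6, 13 to 1, 18 to 4 and 10 to 4 from left to right. Over all genes tested, lower DEGs outnumber higher ones 1645 to 1010.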

Although some genes overlapped in the four signaling pathways, the PPI networks of Rap1 signaling, focal adhesion, tight junction, and gap junction pathways were identified (Figure 4F), suggesting that the suppression of the expression of genes involved in cell adhesion by increased cytMaspin expression is associated with the enhanced cell invasive capability of LC-AI-maspin.

### 3.5. PYK2 and SRC Activation in LC-AI-Maspin Cells

To gain further insight into the molecular mechanisms underlying the enhanced cell-invasive capability of LC-AI-maspin, the phosphorylation and activation of proteins whose expression was upregulated in LC-AI-maspin were investigated. 

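PTK2B, which encodes PYK2, rose in LC-AI-maspin cells, while PTK2 and LYN fell and 8 other kinases of the list did not pass the test. The gene (Entrez ID 2185) lies on chromosome 8 of GRCh38 from 27311482 to 27459391. Its level was 4.95 ± 0.849 CPM (SD, n = 3) in LC-AI-ctrl and 9.36 ± 0.646 CPM (SD, n = 3) in LC-AI-maspin, a log2 fold change of 0.92 (SE 0.12, adjusted p = 2.25e-06, edgeR). PTK2, which encodes FAK, fell from 123 ± 3.84 to 101 ± 2.49 CPM (SD, n = 3), a log2 fold change of -0.28 (SE 0.05, adjusted p = 1.16e-04). The SRC family kinase LYN fell by 0.36 on the log2 scale (SE 0.05, adjusted p = 1.69e-05). SRC itself was at 26.7 ± 1.55 and 26.8 ± 2.38 CPM (SD, n = 3), a log2 fold change of 0.00 (SE 0.07, adjusted p = 0.991). Of 11 focal adhesion kinases and SRC family kinases tested, 1 rose, 2 fell and 8 did not pass the test (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.684). In LK2-maspin cells PTK2B had a log2 fold change of 0.27 (SE 0.20, adjusted p = 0.970), and none of the 11 kinases passed the test. The difference of 0.65 between the lines in PTK2B did not pass the interaction test (adjusted p = 0.218) and passed it with the replicate block (adjusted p = 0.0233).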

The expression of *PTK2B*, which was upregulated in LC-AI-maspin cells in the NGS analysis, was examined using qRT-PCR. *PTK2B* mRNA expression levels in LC-AI-maspin cells were significantly higher than that in the LC-AI-control cells (Figure 5A). *PTK2B* encodes the PYK2 protein, a member of the non-receptor tyrosine kinase of the focal adhesion kinase (FAK) family, which reportedly plays a pivotal role in carcinogenesis and cancer progression [24]. Therefore, the PYK2 protein phosphorylation level was examined in LC-AI-control and LC-AI-maspin cells. PYK2 phosphorylation at Tyr402, a reliable PYK2 activation indicator, consistently increased in LC-AI-maspin cells (Figure 5B). PYK2 activation is initiated by Tyr402 phosphorylation, which is followed by binding to the SRC homology 2 (SH2) domain of the SRC family [25]. Therefore, we examined SRC activation in LC-AI-control and LC-AI-maspin cells using Western blotting. The Tyr402 phosphorylation level in LC-AI-maspin cells was significantly higher than that in the LC-AI-control cells (Figure 5B). These results suggest that increased cytMaspin expression promotes RERF-LC-AI cell invasion and migration via PYK2 and SRC activation.

## 4. Discussion

The largest series, including 209 patients with LUSC, showed that cytoplasmic or nuclear maspin expression did not correlate with tumor-specific survival [26]. In turn, enhanced cytoplasmic maspin expression is a significantly favorable prognostic factor [27], whereas cytoplasmic and nuclear staining are independent favorable prognostic indicators [28]. We have previously reported that cytoplasmic-only maspin expression predicts an unfavorable prognosis in patients with LUSC [16]. Thus, whether cytoplasmic localization of maspin contributes to SCC progression remains unknown.

In KNS-62 cells, which highly express maspin in both the nucleus and cytoplasm, maspin knockdown enhanced cell invasion. Furthermore, panMaspin re-expression in LK2-maspin cells significantly suppressed cell invasiveness. These findings agree with that of a previous report that nuclear maspin acts as a tumor suppressor [20]. In contrast, cytMaspin re-expression in LC-AI-maspin cells significantly enhanced cell invasiveness. These results agree with our previous report that cytoplasmic-only maspin expression predicts unfavorable prognosis in patients with LUSC [16].

Maspin undergoes various post-translational modifications (PTMs), including S-nitrosylation [29], acetylation [30], and phosphorylation [31,32]. Although the molecular mechanisms involved in regulating subcellular maspin localization remain controversial, accumulating evidence suggests that PTMs of maspin regulate its subcellular localization. Longhi et al. [33,34] showed that activation of the PI3K–AKT and JAK2–STAT3 pathways, but not the MAPK pathway, by enhancing the EGFR signaling pathway induced maspin phosphorylation, increasing nuclear maspin accumulation in a non-tumorigenic human mammary epithelial cell line (MCF10A). We observed that overexpressed maspin was expressed in both the nucleus and cytoplasm in LK-2 cells, whereas it was expressed only in the cytoplasm, but not in the nucleus, in RERF-LC-AI cells. It is well known that RERF-LC-AI cells harbor EGFR driver mutation, while LK-2 cells are wild type, suggesting that alterations in downstream signaling pathways due to EGFR driver mutation may also affect the regulation of subcellular localization of maspin. 

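EGFR fell in LC-AI-maspin cells, and genes of the MAPK and the PI3K–AKT and mTOR cascades went both ways. EGFR (Entrez ID 1956) lies on chromosome 7 of GRCh38 from 55019017 to 55211628. Its level was 343 ± 4.90 CPM (SD, n = 3) in LC-AI-ctrl and 250 ± 20.6 CPM (SD, n = 3) in LC-AI-maspin, a log2 fold change of -0.46 (SE 0.05, adjusted p = 2.41e-07, edgeR). Of 104 genes of the MAPK cascade, 12 rose, 8 fell and 84 did not pass the test (16 higher and 9 lower when adjusted over the list alone). The higher members were 2.88 times those that chance gives (Fisher's exact test, one-sided, adjusted p = 0.00535), and the list as a whole did not stand apart (camera, adjusted p = 0.672). The stress-induced transcription factor DDIT3 had a log2 fold change of 0.48 (SE 0.07, adjusted p = 2.41e-05). The ribosomal S6 kinases RPS6KA1 (-0.44, SE 0.07, adjusted p = 2.16e-05) and RPS6KA6 (-0.62, SE 0.10, adjusted p = 3.45e-05) fell.
Of 81 genes of the PI3K–AKT and mTOR cascade, 7 rose, 12 fell and 62 did not pass the test (9 higher and 15 lower when adjusted over the list alone). The lower members were 2.27 times those that chance gives (Fisher's exact test, one-sided, adjusted p = 0.0284), and the list as a whole did not stand apart (camera, adjusted p = 0.460). The kinase SGK1 (-0.64, SE 0.05, adjusted p = 1.09e-09) and the insulin receptor substrate IRS1 (-0.63, SE 0.06, adjusted p = 4.03e-09) fell. The mTOR inhibitors DDIT4 (0.68, SE 0.06, adjusted p = 2.74e-09) and SESN2 (0.59, SE 0.07, adjusted p = 3.31e-07) rose. In LK2-maspin cells EGFR was at 4.66 ± 0.496 CPM and 5.11 ± 0.996 CPM (SD, n = 3) in ctrl and maspin libraries, a log2 fold change of 0.13 (adjusted p = 1.00). The difference of -0.58 between the lines in EGFR had an adjusted p of 0.0528 in the interaction test and of 4.86e-04 with the replicate block.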

Notably, LC-AI-maspin cells overexpressing cytMaspin showed an increased expression of genes involved in the MAPK pathway and decreased expression of genes involved in the PI3K–AKT and mTOR pathways, including EGFR. These results suggest that the maspin phosphorylation profile is involved in regulating its subcellular localization in LUSC cells, which is similar to that in normal cells. Stimulation by cell–cell contact also predominates over the signaling pathway activation by EGF in regulating nuclear maspin accumulation in human non-transformed cell lines [34]. In contrast, LC-AI-maspin cells exhibited a decreased expression of genes involved in cell adhesion. 

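Matrix genes that integrins bind were lower as a list in LC-AI-maspin cells, while cadherin and desmosome genes went both ways. Of 39 extracellular matrix ligands of integrins, 3 rose, 12 fell and 24 did not pass the test (3 higher and 12 lower when adjusted over the list alone). The list was lower as a whole (camera, adjusted p = 1.85e-06, and adjusted p = 0.131 with an estimated correlation). Thrombospondin THBS1 fell from 599 ± 4.13 to 365 ± 23.7 CPM (SD, n = 3, adjusted p = 1.12e-11, edgeR). The collagen COL1A2 had a log2 fold change of -0.96 (SE 0.11, adjusted p = 2.64e-07) and the laminin chain LAMB1 of -0.48 (SE 0.05, adjusted p = 1.65e-07). Of 14 fibroblast markers, of which 3, COL1A2 among them, are also in the matrix list, 1 rose, 4 fell and 9 did not pass the test (1 higher and 4 lower when adjusted over the list alone), and these were lower as a list too (camera, adjusted p = 0.00657, and adjusted p = 0.336 with an estimated correlation). Of 41 genes of cadherins, desmosomes and adherens junctions, 4 rose, 7 fell and 30 did not pass the test (5 higher and 7 lower when adjusted over the list alone), and the list did not stand apart (camera, adjusted p = 0.211). Members that fell include the desmosomal plakophilin PKP2 (-0.68, SE 0.07, adjusted p = 4.41e-08), envoplakin, EVPL (-0.63, SE 0.07, adjusted p = 9.63e-08), and LIMA1, which links cadherin complexes to actin (-0.38, SE 0.05, adjusted p = 1.95e-06).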

In tumor cells, the dysregulation of various intracellular signaling pathways regulates cellular functions through activating signaling cascades that are completely different from those in normal cells [35,36,37]. These findings may also be explained by differences in the intracellular signaling pathways between normal and cancer cells. Further studies on cancer and normal cells should elucidate the regulatory mechanisms underlying the subcellular maspin localization.

Although several molecular mechanisms underlying tumor suppression by nuclear maspin have been reported, those involved in tumor promotion by cytoplasmic maspin remain largely unknown. We demonstrated that in LC-AI-maspin cells, along with increased cytMaspin expression, PYK2 and SRC activation was enhanced due to increased phosphorylation. PYK2 is aberrantly expressed in many malignant tumors, including lung cancer, compared to that in normal tissues, and it plays a critical role in regulating cell proliferation, migration, invasion, and adhesion [24]. During cancer progression, PYK2 acts as a hub downstream of various signaling cascades mediated by receptor tyrosine kinases, integrins, cytokines, and chemokines. PYK2 is essential for promoting the expression of matrix metalloproteinases, which play an essential role in degrading the extracellular matrix (ECM) during these signaling cascades [38]. Moreover, focal adhesion formation is essential for cell–ECM and cell–cell adhesion, and their turnover mediates cell migration [39,40]. Hashido et al. [41] demonstrated that the intracellular Ca^2+^ concentration induces PYK2 accumulation during focal adhesion, resulting in focal adhesion disassembly, thereby inhibiting cell–cell adhesion formation and promoting cell–cell repulsion, which in turn promotes cell motility. The activation of PYK2 and SRC is known to attenuate epithelial cell assembly, maintenance, and cadherin-based cell–cell adhesion [42,43]. Our observation that gene expression involved in cell adhesion was downregulated in LC-AI-maspin, which is consistent with these previous findings suggesting that the activation of intracellular signaling cascades centered on PYK2 by cytMaspin is involved in LUSC progression. Recently, Liu et al. showed that maspin overexpression in colorectal cancer induces EMT via the TNF-α/NF-κB signaling pathway [44]. Although further investigations are needed to understand the detailed molecular mechanisms by which cytMaspin increases PYK2 expression and promotes its activation, our findings and the fact that EMT increases PYK2 expression [45] suggest that EMT may be involved in the activation of PYK2 and SRC by cytMaspin in LUSC cells.

## 5. Conclusions

We demonstrated that panMaspin inhibits the invasive potential of the human LUSC cell line, whereas cytMaspin plays an important role in enhancing the invasive potential by downregulating the genes associated with cell adhesion and activating PYK2 and SRC. Our findings suggest that understanding the regulatory mechanisms of the cytoplasm-to-nuclear translocation of maspin and the dysregulation of this mechanism in cancer may provide new insights into the controversial role of maspin in cancer cells.

## Figures and Tables

**Figure 1:**
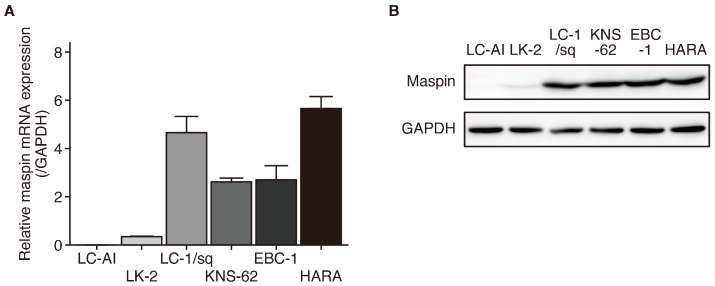

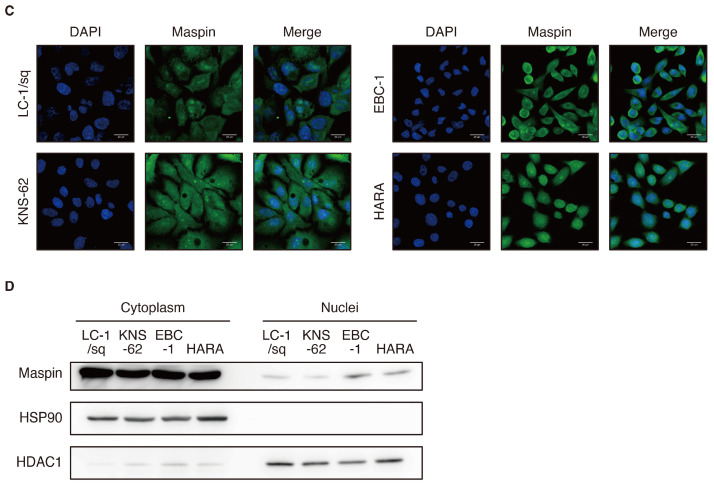
Maspin expression in LUSC cell lines. (**A**) Maspin mRNA expression levels in six LUSC cell lines (*n* = 3). Data were normalized to level of *GAPDH*. (**B**) Maspin and GAPDH (loading control) protein expression levels in whole-cell lysates of LUSC cell lines. Whole Western blot images are presented in Supplementary Figure S1. (**C**) Representative images from immunofluorescence staining of maspin (green) and nuclei (blue) in LUSC cell lines. Scale bar: 20 μm. (**D**) Maspin, HSP90 (loading control for cytoplasm), and HDC1 (loading control for nuclei) protein expression levels in cytoplasmic and nuclear lysates of LUSC cell lines. Whole Western blot images are presented in Supplementary Figure S1. LUSC, lung squamous cell carcinoma; Maspin, mammary serine protease inhibitor.

**Figure 2:**
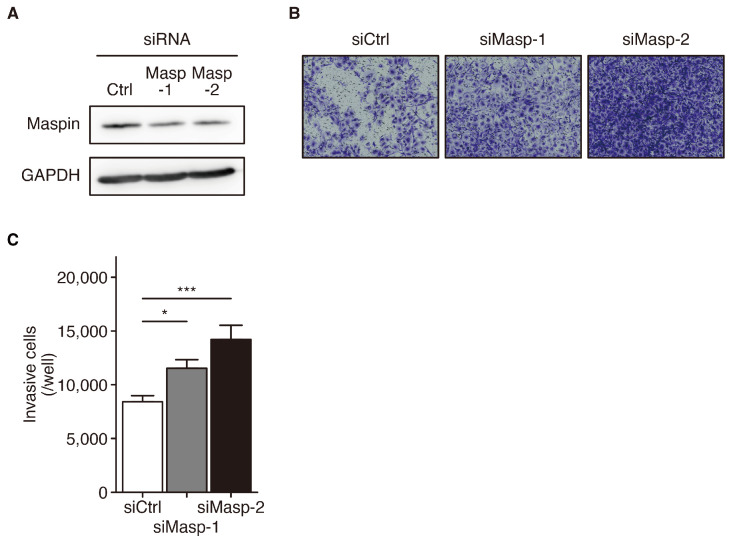
Promotion of the cell invasion capability by pancellular maspin knockdown in KNS-62 cells. (**A**) Maspin and GAPDH (loading control) protein expression levels in whole-cell lysates of KNS-62 cells transfected with siRNA targeting negative control (Ctrl), maspin-1 (Masp-1), and maspin-2 (Masp-2) for 24 h. Whole Western blot images are presented in Supplementary Figure S2. (**B**) Representative images of a transwell invasion assay performed using KNS-62 cells with negative control siRNA (siCtrl), maspin-1 siRNA (siMasp-1), and maspin-2 siRNA (siMasp-2). (**C**) The bar graph represents the average number of invading KNS-62 cells per well. * *p* < 0.05, *** *p* < 0.001 vs. siCtrl; Dunnett’s test (*n* = 3). Maspin, mammary serine protease inhibitor.

**Figure 3:**
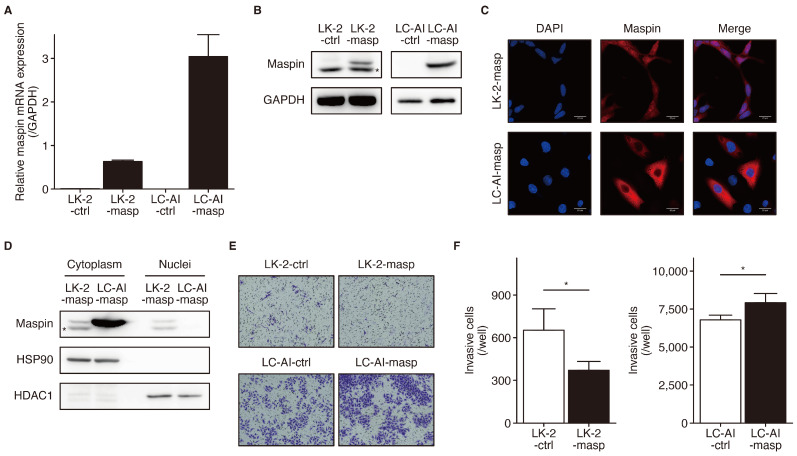

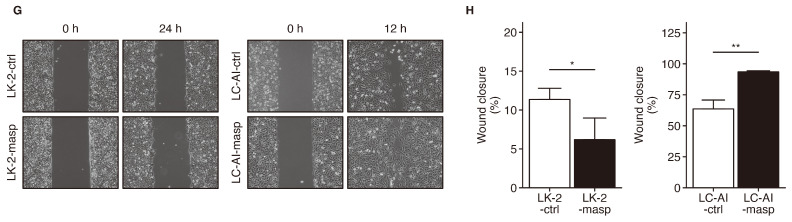
Subcellular localization-dependent opposing roles of maspin on cell invasion and migration capability. (**A**) *Maspin* mRNA expression levels in LK-2 and RERF-LC-AI cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). (*n* = 3). Data were normalized to level of *GAPDH*. (**B**) Maspin and GAPDH (loading control) protein expression levels in whole-cell lysates of LK-2 and RERF-LC-AI cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). Whole Western blot images are presented in Supplementary Figure S3. The asterisk marks a non-specific band present only in the LK-2 cell line. (**C**) Representative images from immunofluorescence staining of maspin (green) and nuclei (blue) in LK2-masp and LC-AI-masp cells. (**D**) Maspin, HSP90 (loading control for cytoplasm), and HDC1 (loading control for nuclei) protein expression levels in cytoplasmic and nuclear lysates of LK2-masp and LI-AI-masp cells. Whole Western blot images are presented in Supplementary Figure S3. The asterisk marks a non-specific band present only in LK-2 cell line. (**E**) Representative images of a transwell invasion assay performed using LK-2 and RERF-LC-AI cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). (**F**) The bar graph represents the average number of invading LK-2 (left panel) and RERF-LC-AI (right panel) cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp) per well. * *p* < 0.05 vs. ctrl; Students’ *t*-test (*n* = 3). Maspin, mammary serine protease inhibitor. (**G**) Representative images of a wound-healing assay performed using LK-2 and RERF-LC-AI cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). (**H**) The bar graph represents the percentage of wound closure after 24 and 12 h for LK-2 (left panel) and RERF-LC-AI (right panel) cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp), respectively. * *p* < 0.05, ** *p* < 0.01 vs. ctrl; Students’ *t*-test (*n* = 3). Maspin, mammary serine protease inhibitor.

**Figure 4:**
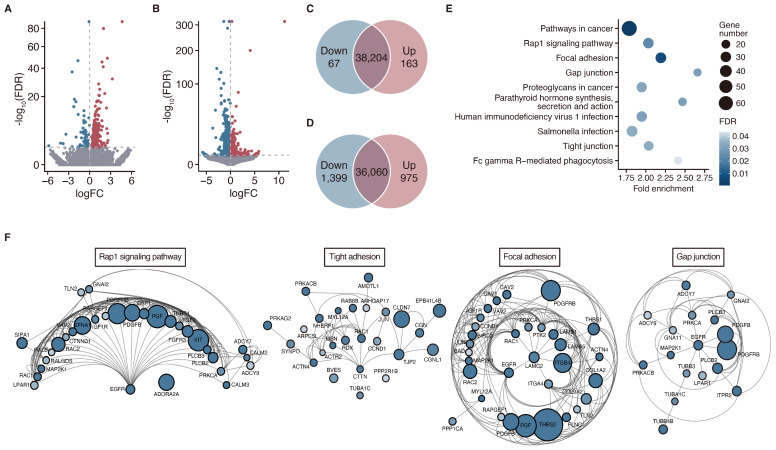
Transcriptome analysis in LUSC cells stably transfected with ZsGreen or maspin-ZsGreen. (**A**,**B**) Volcano plot for DEGs representing distribution of fold change [*x*-axis; log_2_(fold change)] and significance [*y*-axis; −log_10_(FDR)]. Dots show the upregulated (red), downregulated (blue), and unchanged (gray) DEGs in LK2-maspin (**A**) and LC-AI-maspin cells (**B**). (**C**,**D**) Venn diagram showing the number of DEGs in LK2-maspin (**C**) and LC-AI-maspin cells (**D**). (**E**) Bubble chart for pathway analysis based on the DAVID KEGG pathway, showing top-10 pathway enriched in a list of downregulated DEGs in LC-AI-maspin cells. The *x*-axis represents the fold enrichment values, while the *y*-axis represents the enrichment term. Bubble size and transparency represent the number of DEGs and FDR adjusted *p*-values, respectively. (**F**) Visualization of STRING protein–protein networks with downregulated DEGs of LC-AI-maspin assigned to four signaling pathways involved in cell adhesion. Size and color depth of the dots were proportional to the fold change and FDR-adjusted *p*-values. DAVID, Database for Annotation, Visualization, and Integrated Discovery; DEGs, differentially expressed genes; FDR, false discovery rate; KEGG, Kyoto Encyclopedia of Genes and Genomes; LUSC, lung squamous cell carcinoma.

**Figure 5:**
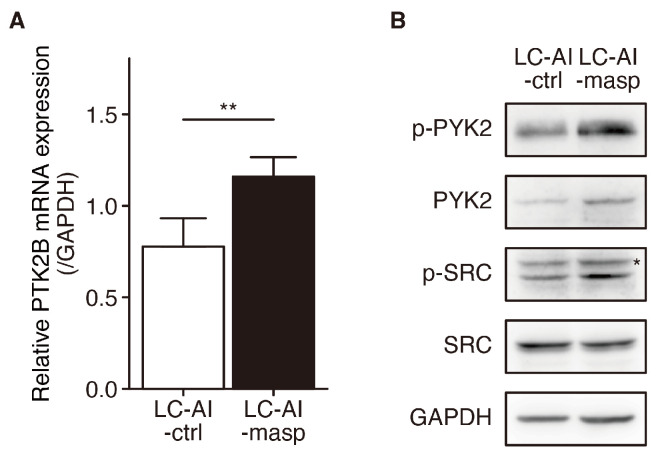
PYK2 and SRC expression and phosphorylation levels in RERF-LC-AI cells with or without maspin overexpression. (**A**) *PTK2B* mRNA expression in RERF-LC-AI cells stably transfected with ZsGreen or maspin-ZsGreen. Data were normalized to *GAPDH* level. ** *p* < 0.01 vs. ctrl; Student’s *t*-test (*n* = 4). (**B**) PYK2, SRC, and GAPDH protein expression and phosphorylation (loading control) in whole-cell lysates of RERF-LC-AI cells stably transfected with ZsGreen (-ctrl) or maspin-ZsGreen (-masp). Whole Western blot images are presented in Supplementary Figure S4. The asterisk marks a non-specific band present in both cell lines.

## Data Availability

RNA-seq data are available in the GEO database under accession number GSE180712. The data used in this manuscript are available from the corresponding author on email request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers16173009/s1, Figure S1: Whole Western blot images in Figure 1; Figure S2: Whole Western blot images in Figure 2; Figure S3: Whole Western blot images in Figure 3; Figure S4: Whole Western blot images in Figure 5; Table S1: List of primer and probe sets used in RT-qPCR; Table S2: List of primary antibodies used in Western blot; Table S3: List of 230 significantly differentially expressed genes in LK2-maspin; Table S4: List of 2374 significantly differentially expressed genes in LC-AI-maspin; Table S5: List of KEGG pathways assigned to DEGs in LK2-maspin; Table S6: List of KEGG pathways assigned to DEGs in LC-AI-maspin.

# Supplementary material for: Opposing Functions of Maspin Are Regulated by Its Subcellular Localization in Lung Squamous Cell Carcinoma Cells
**Source:** Cancers (Basel). 2024 Aug 29;16(17):3009. doi: 10.3390/cancers16173009
**Supplement:** Supplementary file 1

**Figure S1**

**A**

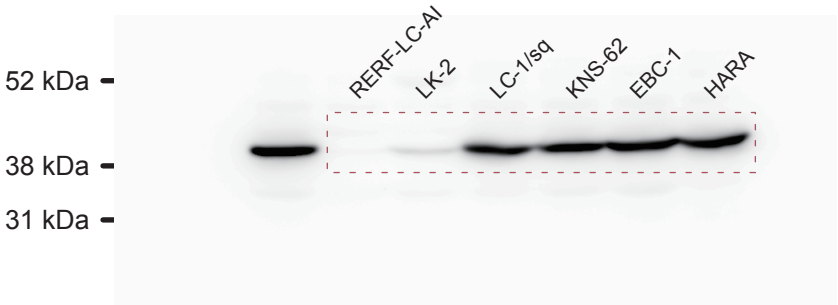

**B**

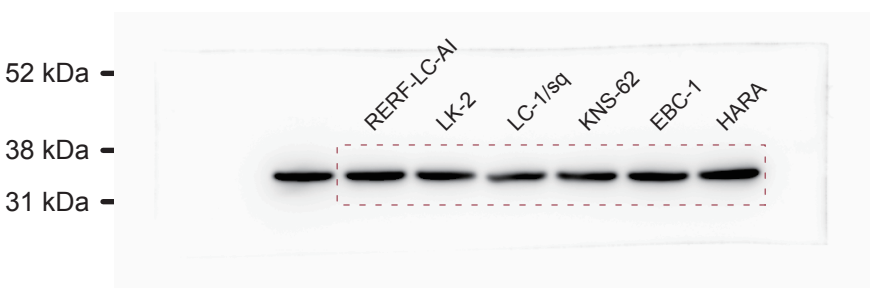

**C**

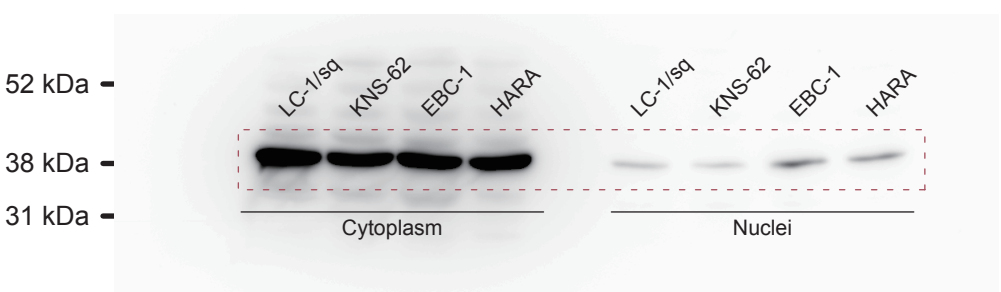

**D**

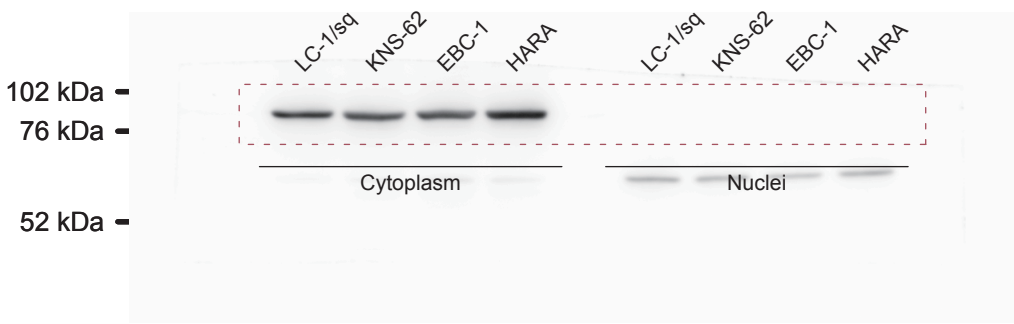

**E**

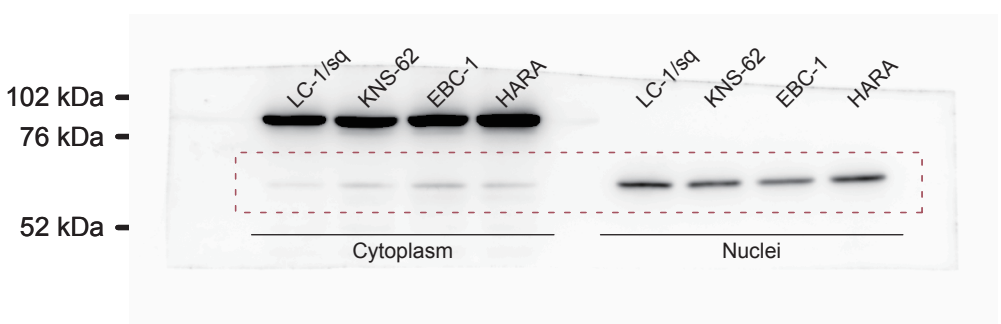

**Figure S1** Whole western blot images in Figure 1. **(A, B)** Whole western blot images for maspin **(A)** and GAPDH **(B)** in the manuscript (Figure 1B). **(C, D, E)** Whole western blot images for maspin **(C)**, HSP90 **(D)**, and HDAC1 **(E)** in the manuscript (Figure 1D). The molecular weight of the sample was calculated using amersham full-range rainbow molecular weight marker and, sizes in kDa are indicated. Red dotted square indicates the proteins of interest.

# Supplementary material for: Opposing Functions of Maspin Are Regulated by Its Subcellular Localization in Lung Squamous Cell Carcinoma Cells
**Source:** Cancers (Basel). 2024 Aug 29;16(17):3009. doi: 10.3390/cancers16173009
**Supplement:** Supplementary file 1

**Figure S2**

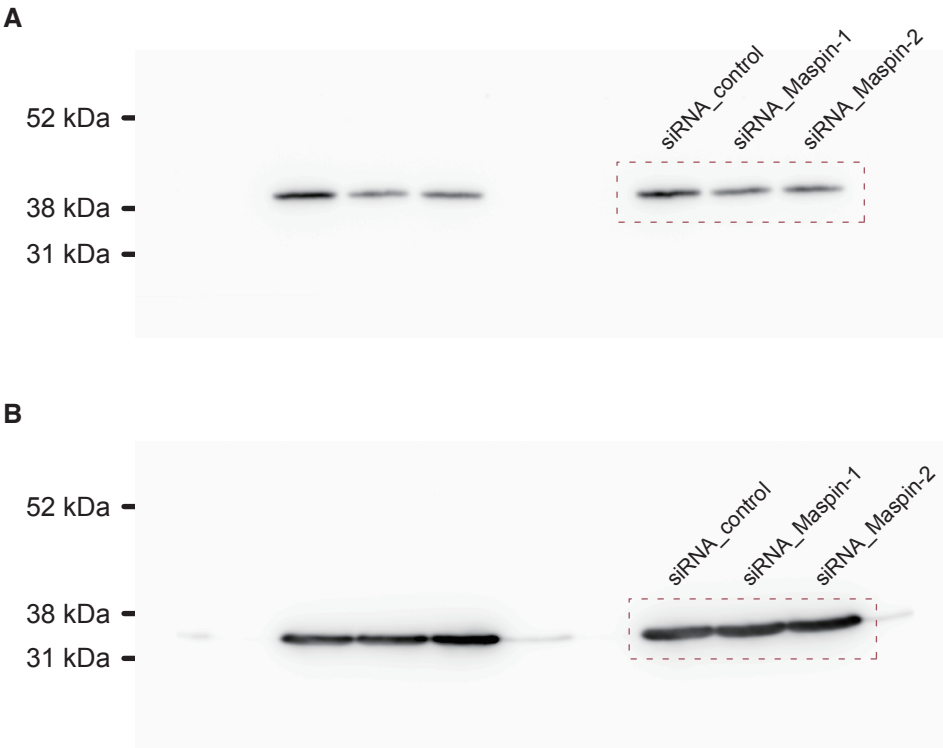

**Figure S2** Whole western blot images in Figure 2. Whole western blot images for maspin **(A)** and GAPDH **(B)** in the manuscript (Figure 2A). The molecular weight of the sample was calculated using amersham full-range rainbow molecular weight marker and, sizes in kDa are indicated. Red dotted square indicates the proteins of interest.

# Supplementary material for: Opposing Functions of Maspin Are Regulated by Its Subcellular Localization in Lung Squamous Cell Carcinoma Cells
**Source:** Cancers (Basel). 2024 Aug 29;16(17):3009. doi: 10.3390/cancers16173009
**Supplement:** Supplementary file 1

**Figure. S3**

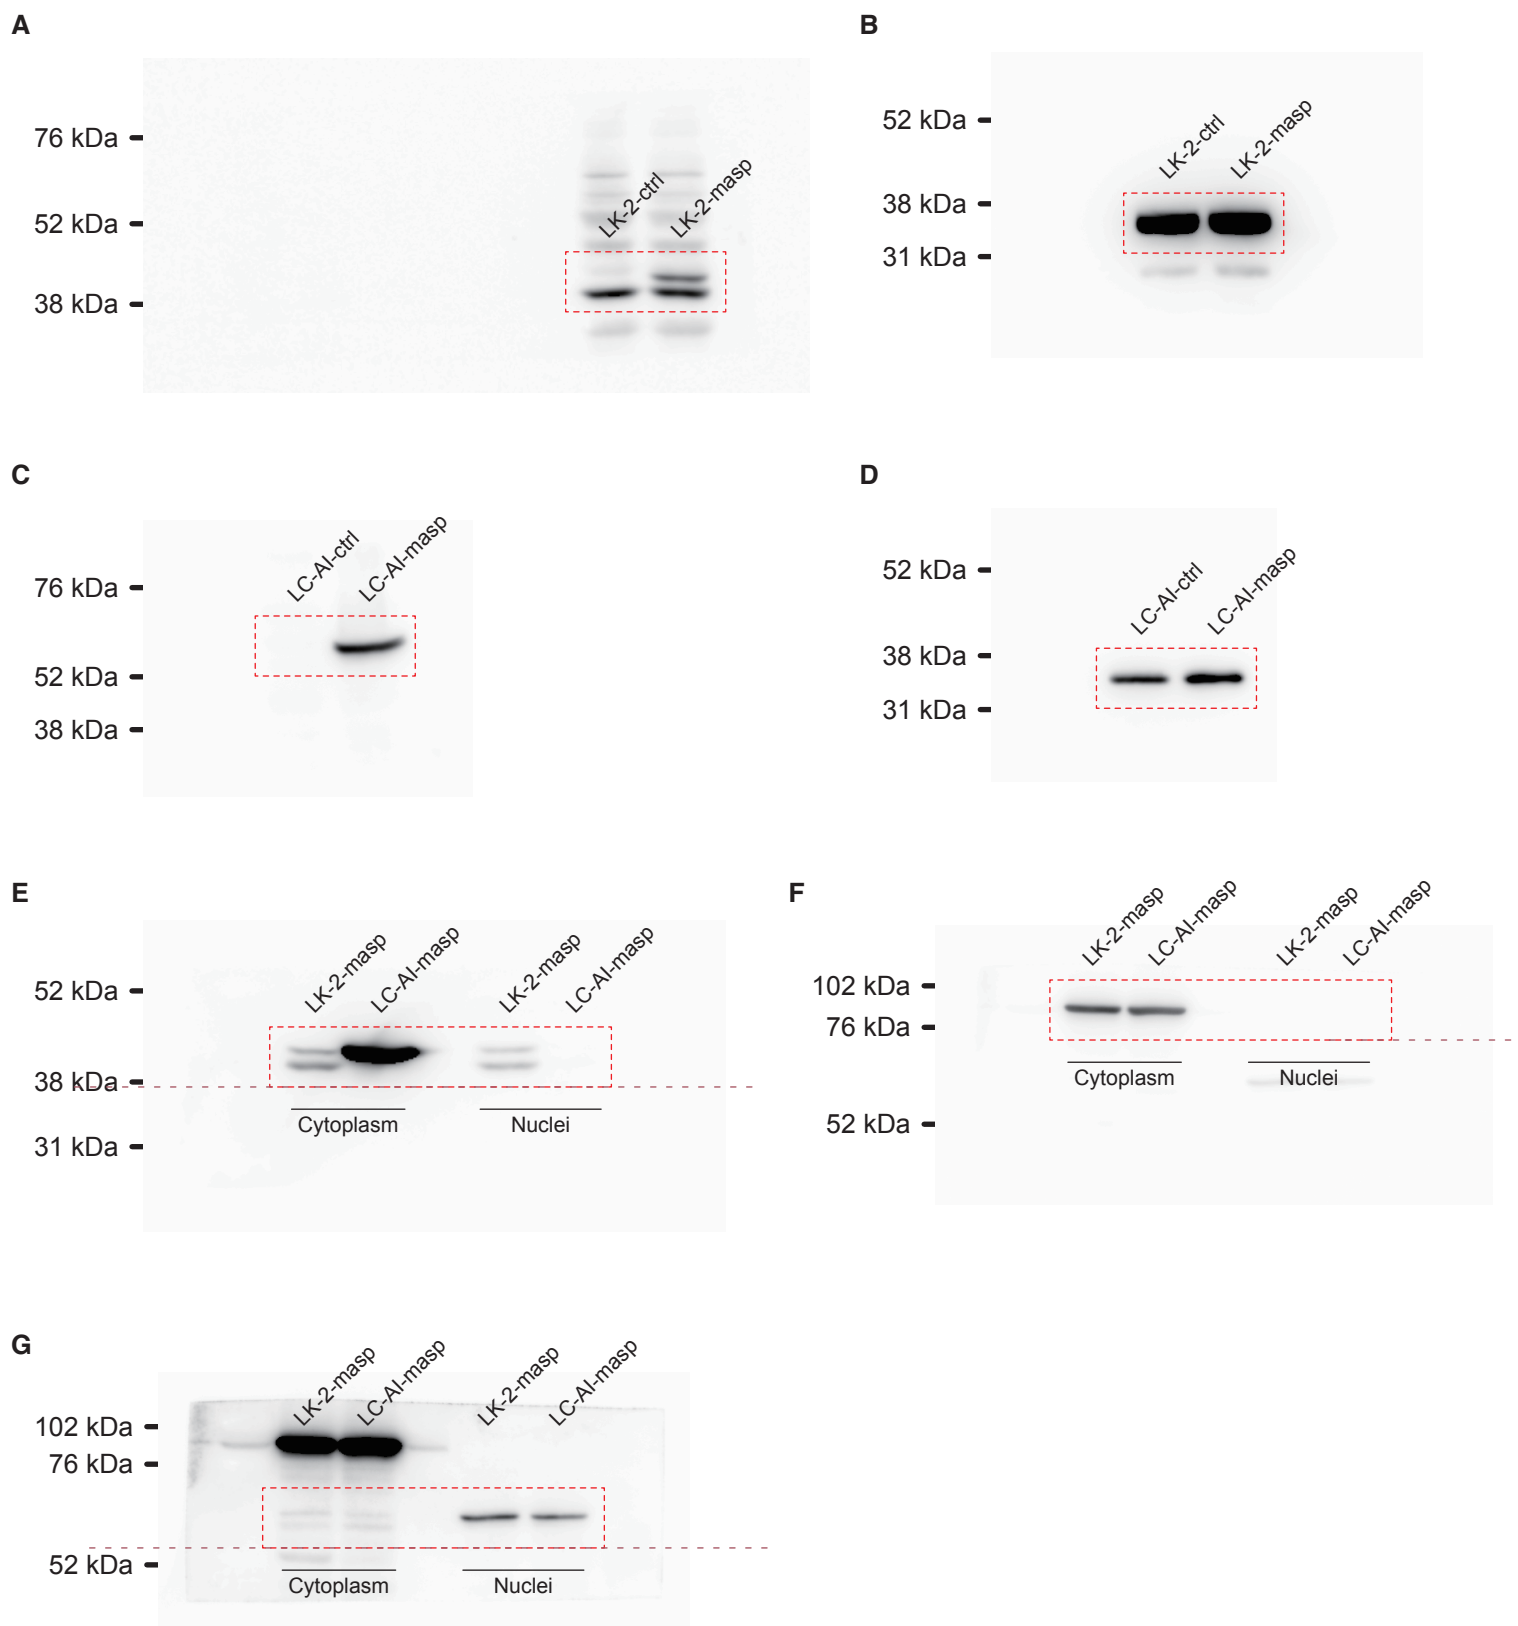

**Figure S3** Whole western blot images in Figure 3. **(A, B, C, D)** Whole western blot images for maspin **(A, C)** and GAPDH **(B, D)** in LK-2 cells **(A, B)** and RERF-LC-AI cells **(C, D)** (Figure 3A). **(E, F, G)** Whole western blot images for maspin **(E)**, HSP90 **(F)**, and HDAC1 **(G)** in the manuscript (Figure 3C). The molecular weight of the sample was calculated using amersham full-range rainbow molecular weight marker and, sizes in kDa are indicated. Red dotted square indicates the proteins of interest.

# Supplementary material for: Opposing Functions of Maspin Are Regulated by Its Subcellular Localization in Lung Squamous Cell Carcinoma Cells
**Source:** Cancers (Basel). 2024 Aug 29;16(17):3009. doi: 10.3390/cancers16173009
**Supplement:** Supplementary file 1

**Figure. S4**

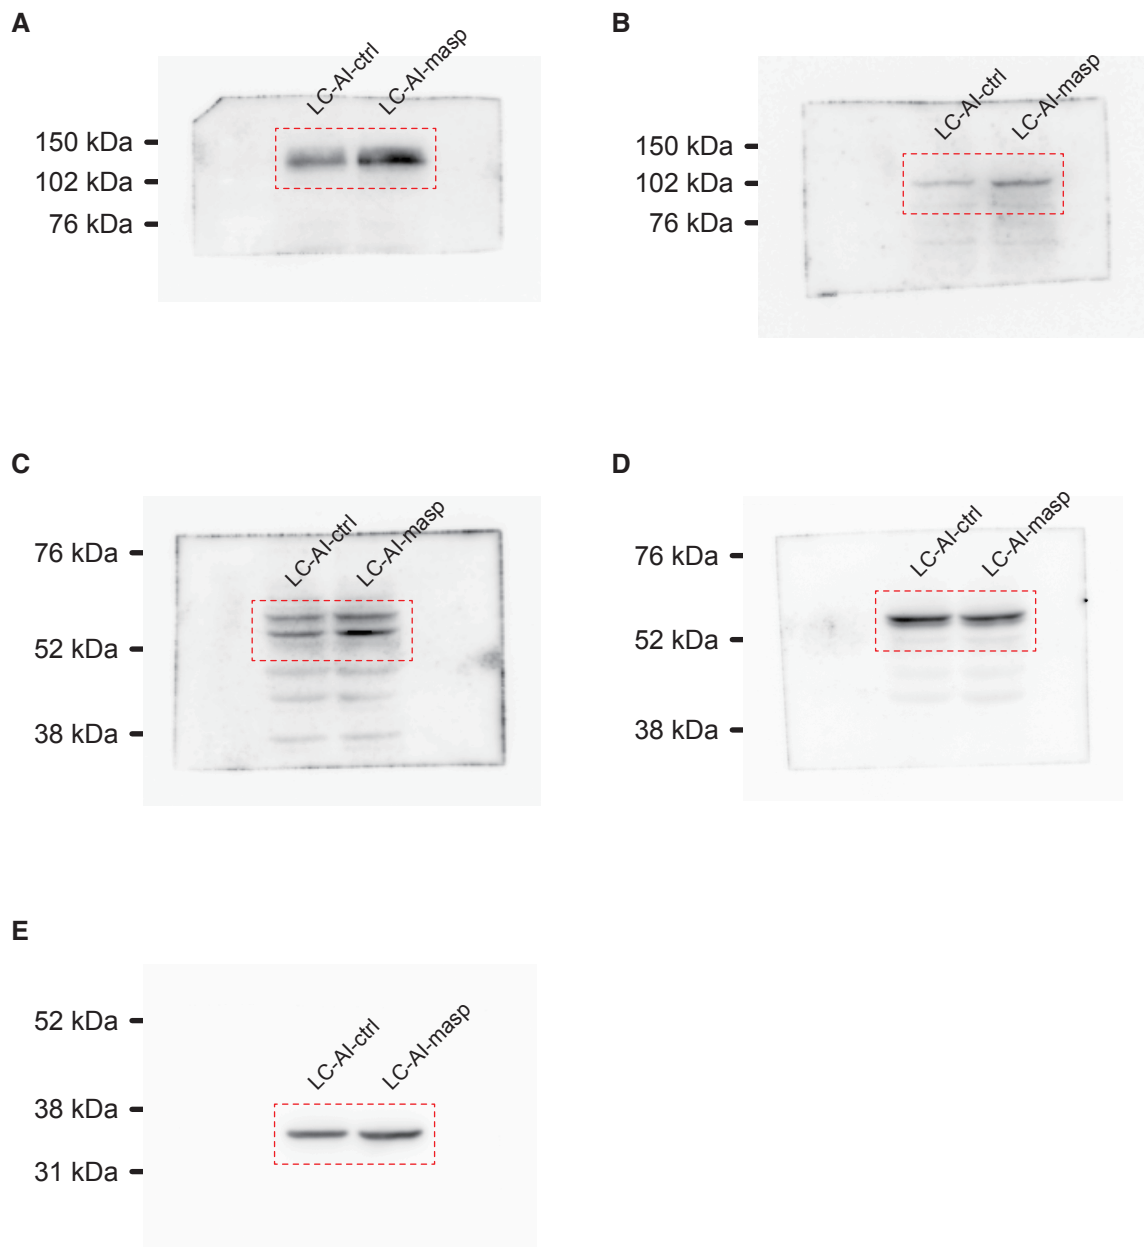

**Figure S4** Whole western blot images in Figure 5. Whole western blot images for p-PYK2 (**A**), PYK2 (**B**), p-SRC (**C**), SRC (**D**), and GAPDH (**E**) in the manuscript (Figure 5B). The molecular weight of the sample was calculated using amersham full-range rainbow molecular weight marker and, sizes in kDa are indicated. Red dotted square indicates the proteins of interest.

How the deposited data were processed for this re-analysis (not part of the article)

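Poly(A) RNA of LK-2 and RERF-LC-AI cells stably carrying ZsGreen (ctrl) or maspin with ZsGreen was sequenced on a NovaSeq 6000, with 3 libraries in each of 4 groups. The authors trimmed reads with Trimmomatic 0.39 and mapped them to GRCh38.p13 with BWA 0.7.17, using SAMtools 1.12 for LK-2 and SAMtools 1.10 for RERF-LC-AI cells. The deposited tables, 1 per cell line, give counts of mapped reads per gene, with RefSeq transcripts as identifiers. They also give signal columns in which the authors scaled these counts by library total or by TMM (edgeR 3.16.5), and these were not used here. The counting tool is not given in the sources used here. The counts are whole numbers and sum to the totals that the tables list. Among counts from 1 to 9, 23.7 to 24.8% were odd in LK-2 and 24.5 to 26.0% in RERF-LC-AI libraries, so that most count both reads of a pair, and the number of fragments is lower than the counts. Of the lines in each table, 646 carry no gene symbol and were left out. They hold 0.410 to 0.416% of the counts in LK-2 and 0.292 to 0.298% in RERF-LC-AI libraries.
Total counts over the 38434 named genes were 39802246 to 54941357 in LK-2 libraries (median 47211882) and 50143577 to 65454432 in RERF-LC-AI libraries (median 54762976). Each library had 32562 to 33376 genes with at least 1 count in LK-2 and 32317 to 33257 in RERF-LC-AI cells. TMM factors ran from 0.986 to 1.02 and from 0.973 to 1.03. Libraries of the same group differed by more than counting noise, with a chi-square per degree of freedom from 5.19 to 31.9 between pairs. Deviations of equally numbered ctrl and maspin libraries from their group means correlated across genes with a mean log2 CPM over 3 (0.744, 0.113 and 0.750 in LK-2, 0.369, 0.390 and 0.203 in RERF-LC-AI cells), and more weakly over all genes tested (0.154, 0.0144 and 0.164, and 0.0437, 0.0533 and 0.00167). In LK-2 cells LK2-ctrl replicate 2 correlated more with LK2-maspin replicate 1 (0.180) than with replicate 2, and genes are not independent replicates, so that the pairing of libraries by number is a hint from the data and not given by the design. The biological coefficient of variation was 11.7% in LK-2 and 6.43% in RERF-LC-AI cells. The first principal component held 26.8% of the variance in LK-2 cells, where it did not separate maspin from ctrl libraries, and 28.9% in RERF-LC-AI cells, where it did. The second component of LK-2 cells, with 23.1%, did separate them.
Genes were tested within each line with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM factors, the default filter (minimum count 10, minimum total 15) and Benjamini–Hochberg adjustment at 0.05. The SE of a log2 fold change is its size over the square root of F. The difference between the lines was tested as an interaction in 1 fit of all 12 libraries. Gene lists were tested with camera in limma 3.58.1 at its preset correlation of 0.01, and beside it with an estimated correlation and with fry. Camera sets a list against all other genes, and fry sets it against no change. Over-representation among the higher or lower DEGs was tested with Fisher's exact test, one-sided. Other alternatives were edgeR's likelihood ratio test, which the paper names, with and without the filter, DESeq2 1.42.0, RLE and upper-quartile factors, library size only, no filter, at least 10 counts in every library, the replicate number as a block, all 12 libraries in 1 fit, an adjusted p under 0.01, and leaving out each library in turn. Tables and figures were drawn up with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9, and edgeR used statmod 1.5.0.
The tests within each line, the interaction test of genes, the filters, most alternatives and the rule for naming genes were chosen before the data were examined. Added after the data were seen were the replicate block for the overlaps and for over-representation and the overlap without maspin and 4 genes that kept a fixed ratio to one another. The tests of gene lists between the lines were not planned, and those of the maspin level, of groupings that keep the RERF-LC-AI groups, of sequence shared between genes and of the p-values of Table S3 were chosen after the results were seen. The 37 gene lists were written from general knowledge as whole families or pathways before the counts were opened, but after Tables S3 and S4 of the paper had been read, so that they are not blind to its values. They hold 1535 symbols of 1393 distinct genes, of which 2 were matched by an older symbol. Genes are named by 5 criteria. They are named in the paper, or are among the 10 largest rises or falls of a line (mean of at least 1 CPM, groups not overlapping), or among the 4 members of a list with the smallest adjusted p in a line, or among up to 10 genes changed in both lines in each of the 2 ways, or are DPEP3, S100A7A, SPRR4 and LOC105370680, which the paper's tables give as lower in both lines. GJB2, VXN, RPL8 and HSP90AB1 were named after their values were seen.
The tests were tried on simulated data with 67, 67 and 66 genes changed 1.5, 2 and 4-fold on the real spread. The quasi-likelihood test recovered 65.7, 91.0 and 98.5% of them in LK-2 cells, with 6.08% false calls, and 88.1, 95.5 and 100% in RERF-LC-AI cells, with 5.03% false calls. The likelihood ratio test gave 14.1% false calls in LK-2 and 6.44% in RERF-LC-AI cells, and DESeq2 gave 11.6 and 6.90%. For the interaction the shares recovered were 35.8, 71.6 and 100%, with 6.12% false calls. The smallest simulated change, 0.585 on the log2 scale, is larger than the median of 0.29 among the DEGs of RERF-LC-AI cells. The recovery of changes of that smaller size was not tested.
Left out were KEGG pathways and protein networks, which were not analysed here, and a comparison with Table S4, of which 1998 of 2374 genes were at hand. Protein, invasion and patient data of the paper were not analysed here. Results for some single genes and lists are not reported here. Members of gene families such as keratins, tubulins and ribosomal proteins share sequence, so that counts of single members are less certain.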

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

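Of the tests in this part, those of gene lists between the lines were not planned, and those of the maspin level and of groupings that keep the RERF-LC-AI groups were chosen only after the results were seen. The maspin effect differed between the cell lines for 494 of 28123 genes (edgeR interaction test), with 113 higher and 381 lower in RERF-LC-AI relative to LK-2 cells. Of 100 groupings with maspin and ctrl libraries exchanged within the lines, 1, the real one, reached this number, and the highest of the others was 458. This does not test the difference, since the 89 that regroup RERF-LC-AI cells also remove their maspin effect and gave at most 57. The groupings that keep the RERF-LC-AI groups number 20, too few for a share under 0.05, and 5 of these splits gave at least 494, with 1511 as the highest. The 4 others, with 540, 654, 1204 and 1511 genes, set both LK-2 libraries of replicate 1 against both of replicate 3, which points to a structure of the LK-2 samples. Where the LK-2 libraries of each replicate number stay apart, the real grouping gave 494, the same groups with the labels of 1 line exchanged 458, and the 6 others 127 to 202. The number also depends on single libraries, with 316 genes without LK2-ctrl replicate 2, 754 without LK2-ctrl replicate 3, 306 without LK2-maspin replicate 2, 282 without LC-AI-ctrl replicate 3 and 275 without LC-AI-maspin replicate 3. The split into higher and lower genes moved too, to 72 and 461 with RLE factors and 830 and 1443 with the replicate block within line. It was 272 and 612 with the likelihood ratio test and 37 and 269 without LK2-maspin replicate 2. The genes and lists given below rest on the interaction test that gave 494 genes.
Within a line, 6 libraries form 10 splits into 3 and 3, too few for a share under 0.05. In RERF-LC-AI cells the real split gave 2655 DEGs and 16 lists, and 1 of 10 splits reached each of these numbers. The highest of the others was 0 DEGs (edgeR quasi-likelihood, with 450 to 1560 genes at an unadjusted p under 0.05 against 5246 in the real split) and 7 lists. In LK-2 cells 2 of 10 splits gave at least as many DEGs as the real one, 140 in the real split and 563 in the other. For lists it was 1 of 10, with 12 in the real split and at most 11 in another. The split with 563 DEGs sets LK2-ctrl replicates 1 and 2 and LK2-maspin replicate 1 against the rest. It keeps both libraries of replicate 1 on one side and both of replicate 3 on the other, which points to a structure of the samples. Of the splits that part all 3 pairs of equally numbered libraries, the real one gave 140 DEGs and the 3 others 0 (416 to 479 genes at an unadjusted p under 0.05 against 1670) and 0 to 2 lists. With the replicate block, 1190 genes were DEGs in LK-2 cells.
Among the genes named in the text, 42 differed between the lines in the interaction test, with adjusted p from 3.22e-14 to 0.0405, given here as log2 fold change in RERF-LC-AI minus that in LK-2 cells. The value was above 0 for SERPINB5 (6.52), CLVS2 (3.26), KCNJ5 (2.03), SHH (1.59), HAS2 (1.08), NFKB2 (0.49) and STC2 (0.49). It was below 0 for UCA1 (-3.60), THBS2 (-2.85), IGFBP3 (-2.58), DKK1 (-2.41), PDGFRB (-2.04), PRSS23 (-2.04), THBS1 (-1.98), IL7R (-1.75), CDH11 (-1.62), KIT (-1.59), COL5A1 (-1.24), ITGB4 (-1.21), TGFA (-1.03), F3 (-0.95), TGFB2 (-0.87), ITGA1 (-0.86), BMP4 (-0.80) and LAMB1 (-0.58). It was also below 0 for KRT31 (-2.65), TDO2 (-2.33), LY6E (-2.06), ETS1 (-1.61), SGK1 (-1.07), IRS1 (-1.03), MYH14 (-1.02), ITPR2 (-0.97), TWIST1 (-0.90), SIPA1 (-0.77), KRT8 (-0.74), KRT18 (-0.64), PKP2 (-0.54), EVPL (-0.52), SLC1A5 (-0.50), TNS3 (-0.49) and RPS6KA1 (-0.43). With the replicate block within line these genes passed as well. Further named genes passed only with that block, such as SQSTM1 (0.48, adjusted p = 1.82e-07), TUBB4B (-0.41, adjusted p = 4.74e-07) and APCDD1 (-0.70, adjusted p = 5.51e-07).
As lists, 11 of 37 differed between the lines, all lower in RERF-LC-AI relative to LK-2 cells (camera). Targets of YAP and TEAD had a median difference of -0.21 with 22 of 28 members below 0 (adjusted p = 1.04e-11, and 0.00358 with an estimated correlation), and they were the only list that also passed with an estimated correlation. The other adjusted p, each followed by that with an estimated correlation, were 4.72e-09 and 0.121 for mesenchymal markers, 5.39e-05 and 0.121 for the SRGN and TGF-β axis, 3.16e-04 and 0.198 for epithelial markers, 0.00102 and 0.194 for growth factors and receptor tyrosine kinases, 0.00196 and 0.198 for matrix metalloproteinases, 0.00196 and 0.265 for focal adhesion, 0.00456 and 0.440 for matrix ligands, 0.00939 and 0.265 for gap junction genes, 0.0102 and 0.121 for type I keratins, and 0.0430 and 0.253 for Rap1 signaling.
The main text of the paper does not name targets of YAP and TEAD as a group. It names TGFβ2, encoded by the member TGFB2, as part of a signaling axis in breast carcinoma cells. Its Table S3 lists members such as IGFBP3 and TGFB2. In LC-AI-maspin cells, 1 of 28 rose, 13 fell and 14 did not pass the test (1 higher and 15 lower when adjusted over the list alone), with a median log2 fold change of -0.13. They were lower as a list (camera, adjusted p = 1.12e-12, and 0.0460 with an estimated correlation).
More genes changed in RERF-LC-AI than in LK-2 cells, 2655 against 140, a ratio of 19.0, which was 3.43 with the replicate block. The tables argue against deeper libraries as the cause, since RERF-LC-AI libraries thinned to the totals of the LK-2 libraries (39795965 to 54941051 counts) gave 2608 DEGs, 18.6 times the number in LK-2 cells. They also argue against the larger spread of the LK-2 libraries as the whole cause, since the ratio was 4.63 with 1 spread shared by all 12 libraries. A larger dose of maspin stays open, as LC-AI-maspin had 11.0 times the maspin transcript of LK2-maspin cells (512 ± 40.4 against 46.5 ± 1.46 CPM, SD, n = 3, normalized over all 12 libraries), and the levels of the lines do not overlap. The site of maspin in the cell, which the paper reports to differ between the lines, and any other difference between the lines or their sequencing may each play a part and cannot be told apart from the dose.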

How the results depend on the processing

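The replicate block for the overlaps and for over-representation and the overlap without 5 genes were chosen after the data were seen, and the other settings were planned. The rise of maspin kept its direction and its side of the threshold under every setting tried, from 4.63 to 4.69 in LK-2 and from 10.97 to 11.44 in RERF-LC-AI cells when single libraries were left out. So did the rise of PTK2B (0.78 to 1.02) and the fall of EGFR (-0.50 to -0.39) in RERF-LC-AI cells. No named gene reversed, and no list did so with the other tests, filters and scalings or the block. With single libraries left out, directions were compared for only 4 lists in LK-2 cells and the 4 adhesion lists in RERF-LC-AI cells. None of these reversed. Where a group is left with 2 libraries, all tests pool the spread of both groups. Depth limits which genes can be tested, with 36264 genes in LK-2 and 36058 in RERF-LC-AI cells with no filter, 26270 and 25197 with the default filter and 22955 and 22074 with at least 10 counts in every library.
The 140 DEGs of LK-2 cells became 314 with the likelihood ratio test, 279 with that test and no filter, 280 with DESeq2, 251 with all 12 libraries in 1 fit and 70 at an adjusted p under 0.01. Without single libraries they were 50 to 199 (50 without LK2-ctrl replicate 2, 52 without LK2-maspin replicate 2, 82 without LK2-maspin replicate 3). With the replicate block, which takes equally numbered libraries as paired, they were 1190, and those of RERF-LC-AI cells 4081. The 2655 DEGs of RERF-LC-AI cells became 1163 with all 12 libraries in 1 fit, 1642 at an adjusted p under 0.01 and 1764 to 2594 without single libraries (1764 without LC-AI-maspin replicate 3). The 494 genes that differ between the lines became 884 with the likelihood ratio test, 981 with DESeq2, 2273 with the replicate block within line, and 275 to 754 without single libraries. The other filters and scalings tried moved these numbers by less than 1.5 times. For the 494 genes these were RLE factors (533) and at least 10 counts in every library (628).
Of the DEGs shared by the lines, 17 changed in the same direction, which became 27 with the likelihood ratio test, 148 with the replicate block and 12 without maspin and the 4 genes that kept a fixed ratio, and 16 in opposite directions, which became 33, 31 with DESeq2 and 177 with the block. Of the genes of Table S3, 123 were DEGs, which became 218 with the likelihood ratio test, 217 with that test and no filter, 195 with DESeq2 and 225 with the replicate block.
With an estimated correlation, the number of lists called by camera fell from 12 to 1 in LK-2 and from 16 to 1 in RERF-LC-AI cells, and fry called 4 and 9. In RERF-LC-AI cells the adjusted p with an estimated correlation was 0.540 for focal adhesion, 0.131 for gap junction and 0.131 for Rap1 signaling, and with fry it was 0.0813, 0.0159 and 0.0159. Fry sets a list against no change and not against other genes, so its values answer another question than those of camera. With the replicate block 15 lists were called in LK-2 cells (4 gained, 1 lost) and 17 in RERF-LC-AI cells (1 gained). Over-representation in LK-2 cells passed 4 times, 14 times with DEGs of the likelihood ratio test and 22 times with those of the block. The cause was not tested for any of these, beyond the fewer libraries or the stricter threshold where these define the setting.
Of 163 named genes in LK-2 cells, other tests, scalings and the block gave 967 values, of which 852 stayed on their side of the threshold, 5 lost and 110 gained a call. Leaving out single libraries gave 978, of which 877 stayed, 85 lost and 16 gained. In RERF-LC-AI cells, 956 of 978 stayed (4 lost, 18 gained), and 923 of 990 without single libraries (57 lost, 10 gained).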

Differences from the paper's values

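The paper states an FDR under 0.05 from a likelihood ratio test, and the values here are at the same threshold from edgeR's quasi-likelihood test, with the genes that the default filter keeps.
In LK-2 cells the paper's number of DEGs is 230, and it was 140 here. The settings chosen before the data were examined that lie within 1.5 times of the paper's number are the likelihood ratio test (314), the same test with no filter (279), DESeq2 (280), no filter (209), all 12 libraries in 1 fit (251), without LK2-ctrl replicate 3 (199) and without LK2-maspin replicate 1 (160). Those that do not are RLE factors (142), upper-quartile factors (137), library size only (136), at least 10 counts in every library (143), the replicate block (1190), without LK2-ctrl replicates 1 (112) and 2 (50), without LK2-maspin replicates 2 (52) and 3 (82), and an adjusted p under 0.01 (70).
The paper's number of higher genes is 163, and it was 98 here. It lies within 1.5 times of the paper's with the likelihood ratio test (220), the same test with no filter (193), DESeq2 (196), no filter (144), all 12 libraries in 1 fit (184), without LK2-ctrl replicate 3 (143) and without LK2-maspin replicate 1 (118). It does not with RLE (103) and upper-quartile factors (96), library size only (99), at least 10 counts (97), the replicate block (693), without LK2-ctrl replicates 1 (76) and 2 (37), without LK2-maspin replicates 2 (41) and 3 (61), and an adjusted p under 0.01 (51).
The paper's number of lower genes is 67, and it was 42 here. It lies within 1.5 times of the paper's with the likelihood ratio test (94), the same test with no filter (86), DESeq2 (84), no filter (65), at least 10 counts (46), all 12 libraries in 1 fit (67, the paper's number) and without LK2-ctrl replicate 3 (56). It does not with RLE (39) and upper-quartile factors (41), library size only (37), the replicate block (497), without LK2-ctrl replicates 1 (36) and 2 (13), without LK2-maspin replicates 1 (42), 2 (11) and 3 (21), and an adjusted p under 0.01 (19).
In RERF-LC-AI cells the paper's number of genes not called is about 36000 in Fig. 4D, read by eye, and it was 22542 here. This number follows the number of genes tested, which was 25197 with the default filter, 36058 with no filter and 28123 with all 12 libraries in 1 fit. The number of DEGs, 2374 in the paper and 2655 here, lies within 1.5 times. For the number not called, closeness to the paper therefore says little about the genes called. The number not called lies within 1.5 times of the paper's with no filter (33293), the likelihood ratio test with no filter (33451), all 12 libraries in 1 fit (26960) and without LC-AI-ctrl replicate 3 (24457). It does not with the likelihood ratio test (22330), DESeq2 (22342), RLE (22600) and upper-quartile factors (22504), library size only (22502), at least 10 counts (19287), the replicate block (21116), without LC-AI-ctrl replicates 1 (23717) and 2 (23624), without LC-AI-maspin replicates 1 (23920), 2 (23641) and 3 (23951), and an adjusted p under 0.01 (23555).
Of the 230 genes of the paper's Table S3, 228 were tested here, all 228 with the sign of the paper's value, and the median gap in log2 fold change was 0.003. Of the 230, 123 were DEGs here and 107 were not, and 17 DEGs here are not in the table. The likelihood ratio test called 218 of them, the same test with no filter 217 and DESeq2 195. The replicate block, chosen for this comparison after the values were seen, called 225 and left out 5. The genes RPL8 and HSP90AB1 were called by none of 17 settings.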

Other observations

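The tests of reads shared between genes and of the p-values of Table S3 were chosen only after the results were seen.
The genes DPEP3, S100A7A, SPRR4 and LOC105370680 fell by a similar amount in both lines (LOC105370680 by a log2 fold change of -2.51, adjusted p = 2.92e-05, in LK-2 and -2.33, adjusted p = 1.89e-18, in RERF-LC-AI cells), with summed levels of 30.2 ± 5.78 and 6.40 ± 0.879 CPM (SD, n = 3) in LK2-ctrl and LK2-maspin and of 237 ± 30.8 and 54.8 ± 5.90 CPM (SD, n = 3) in LC-AI-ctrl and LC-AI-maspin. A candidate explanation is that reads of the vector present in all 4 groups were assigned to these genes, since the log2 ratio of any 2 of them had an SD of at most 0.316 over the 12 libraries, while their level differed 7.82-fold between the ctrl lines and 8.57-fold between the maspin lines. Against the summed profile of the 4 genes, their own SD was at most 0.179, and the nearest other gene of 23974, VXN, had 0.769. The tables argue against reads shared between the genes themselves, as transcripts of DPEP3, S100A7A and SPRR4 share at most 14 bases (LOC105370680 was not searched). The vector sequence was not searched, a joint regulation of the 4 genes by maspin was not tested, and these genes may therefore not belong to the response of the cells.
RPL8 and HSP90AB1 are listed in the paper's Table S3 with log2 fold changes of -0.08 and -0.02 and p-values of 0 and 3.1e-10, the paper's values. edgeR's likelihood ratio test gave p = 0.274 and 0.791, at mean counts of 102452 and 107459. A fit that takes the spread between libraries as 0 would give 6.90e-124 and 5.84e-11, so that the listed p lies under it for 1 of the 2 genes, RPL8. A listed 0 may be rounded and cannot be set against this value, so that the explanation stays open for both genes. No other explanation was tested.
Other lists that changed in LC-AI-maspin cells were mostly lower, and beside each camera adjusted p stands that with an estimated correlation. Of 30 mesenchymal markers, 12 fell and none rose (12 lower and 1 higher when adjusted over the list alone, 7.13e-08 and 0.224), among them the collagen COL5A1 (-0.92, SE 0.09, adjusted p = 3.03e-08). Of 28 YAP and TEAD targets, the tissue factor gene F3 fell by 1.19 on the log2 scale (SE 0.08, adjusted p = 1.12e-11). Of 29 epithelial markers, 2 rose and 8 fell (3 and 9 when adjusted over the list alone, 0.00258 and 0.281). KRT8 (-0.48, SE 0.05, adjusted p = 1.79e-08) and KRT18 (-0.42, SE 0.05, adjusted p = 1.15e-07) are among those that fell, and CLDN1, given above, rose. Of 70 growth factors and receptor tyrosine kinases, 6 rose and 15 fell (8 and 23, 0.00330 and 0.251), and of 21 genes of the SRGN and TGF-β axis 3 rose and 7 fell (4 and 8, 0.00787 and 0.251). Of 8 type II keratins 3 fell (3 lower, 0.00159 and 0.131). The list of the cornified envelope was called lower (1 of 14 higher and 3 lower, 1 and 3 when adjusted over the list alone, 1.62e-06 and 0.0951). Its median log2 fold change was 0.02, with 7 members above and 7 below 0. The members that fell were CST6 (-1.16) and S100A7A and SPRR4, which may not belong to the response of the cells. Targets of NF-κB were higher, with 4 of 20 higher and 1 lower (5 and 1, 0.0296 and 0.449), among them NFKB2 (0.40, SE 0.05, adjusted p = 1.44e-06).
In LK2-maspin cells, mesenchymal markers were higher as a list, with 2 of 31 higher (4 when adjusted over the list alone, camera adjusted p = 3.49e-08, and 0.221 with an estimated correlation), among them cadherin 11, CDH11 (1.29, SE 0.10, adjusted p = 6.53e-05). Of 32 genes of the ATF4 and amino acid response, 2 rose (4 over the list alone, 4.44e-06, and 0.374 with an estimated correlation), among them the amino acid transporter SLC1A5 (0.54, SE 0.06, adjusted p = 9.82e-04). The lists of matrix metalloproteinases (none of 23, 5 higher over the list alone, 2.88e-04 and 0.374), other serpins (none of 21, 1 higher, 0.00761 and 0.221), squamous and basal identity (1 of 26 higher, 4 higher and 1 lower, 0.00761 and 0.221), YAP and TEAD targets (2 of 28 higher, 3 higher, 0.00838 and 0.228), the SRGN and TGF-β axis (1 of 21 higher, 2 higher, 0.00838 and 0.506) and HOX genes (1 of 32 higher and 1 lower, 6 and 1, 0.0109 and 0.636) were higher as well. Squamous and basal identity was the list lost with the replicate block (0.0697). Cytosolic ribosomal proteins were lower as a list, with none of 79 called in either direction and a median log2 fold change of -0.06 (73 below 0, 4.76e-05 and 0.702). Of 12 EMT transcription factors 2 rose, TWIST1 (0.65, SE 0.08, adjusted p = 0.00226) and SNAI2 (1.17, SE 0.21, adjusted p = 0.0351, and 0.0579 to 0.164 when single libraries were left out), and the list was over-represented among the higher genes (Fisher's exact test, one-sided, adjusted p = 0.0164) and called by fry (adjusted p = 0.0259) but not by camera (adjusted p = 0.136).
Hypoxia targets, interferon-stimulated genes, the HDAC1 complex and markers of blood, neuroendocrine and lung adenocarcinoma cells were called by camera in neither line, with adjusted p from 0.115 to 0.817 in LK-2 and from 0.211 to 0.834 in RERF-LC-AI cells, except that the HDAC1 complex was lower in LK2-maspin cells with the replicate block (adjusted p = 0.0443).
Of the other genes that the paper names, SRGN rose in LC-AI-maspin cells (0.30, SE 0.08, adjusted p = 0.00779, and 0.0705 without LC-AI-maspin replicate 2) and not in LK2-maspin cells (-0.47, SE 0.44, adjusted p = 0.997), with an adjusted p of 0.267 for the difference. HDAC1 fell in LC-AI-maspin cells (-0.15, SE 0.05, adjusted p = 0.0372), with an adjusted p from 0.0548 to 0.196 without LC-AI-ctrl replicate 1, 2 or 3 or LC-AI-maspin replicate 1 or 3, 0.0545 with upper-quartile factors and 0.0511 with library size only. GAPDH had log2 fold changes of -0.20 (SE 0.06, adjusted p = 0.418, and 5.35e-09 with the replicate block) in LK-2 and -0.03 (SE 0.05, adjusted p = 0.817) in RERF-LC-AI cells. Given first for LK-2 and then for RERF-LC-AI cells, PIK3CA had -0.05 (adjusted p = 1.00) and 0.11 (adjusted p = 0.265) and FGFR1 0.00 (adjusted p = 1.00) and 0.09 (adjusted p = 0.283).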
